# Dnmt3a1 regulates hippocampus-dependent memory via the downstream target Nrp1

**DOI:** 10.1038/s41386-024-01843-0

**Published:** 2024-03-18

**Authors:** Janina Kupke, Julien Klimmt, Franziska Mudlaff, Maximilian Schwab, Pavlo Lutsik, Christoph Plass, Carsten Sticht, Ana M. M. Oliveira

**Keywords:** Epigenetics in the nervous system, Long-term memory, Synaptic plasticity

## Abstract

Epigenetic factors are well-established players in memory formation. Specifically, DNA methylation is necessary for the formation of long-term memory in multiple brain regions including the hippocampus. Despite the demonstrated role of DNA methyltransferases (Dnmts) in memory formation, it is unclear whether individual Dnmts have unique or redundant functions in long-term memory formation. Furthermore, the downstream processes controlled by Dnmts during memory consolidation have not been investigated. In this study, we demonstrated that Dnmt3a1, the predominant Dnmt in the adult brain, is required for long-term spatial object recognition and contextual fear memory. Using RNA sequencing, we identified an activity-regulated Dnmt3a1-dependent genomic program in which several genes were associated with functional and structural plasticity. Furthermore, we found that some of the identified genes are selectively dependent on Dnmt3a1, but not its isoform Dnmt3a2. Specifically, we identified Neuropilin 1 (Nrp1) as a downstream target of Dnmt3a1 and further demonstrated the involvement of Nrp1 in hippocampus-dependent memory formation. Importantly, we found that Dnmt3a1 regulates hippocampus-dependent memory via Nrp1. In contrast, Nrp1 overexpression did not rescue memory impairments triggered by reduced Dnmt3a2 levels. Taken together, our study uncovered a Dnmt3a-isoform-specific mechanism in memory formation, identified a novel regulator of memory, and further highlighted the complex and highly regulated functions of distinct epigenetic regulators in brain function.

## Introduction

Precise control of gene transcription is required for the functional and structural neuronal remodeling that underlies memory formation and maintenance [1–3]. Gene transcription is orchestrated by the activity of transcription factors [4, 5], epigenetic factors, and 3D-genomic factors such as chromatin structure or nuclear organization [6–9]. Indeed, epigenetic mechanisms such as DNA methylation have emerged as important regulators of cognitive processes [8].

DNA methylation has traditionally been viewed as a static mechanism with important roles in transcription repression, cell fate determination, imprinting, and silencing of transposons during early development [10]. However, it is now well-accepted that DNA methylation plays a critical role in the regulation of genomic responses in mature neurons. Several lines of evidence demonstrated dynamic and quick changes in DNA methylation in response to neuronal activity [11, 12] and pharmacological and genetic studies established a causal link between DNA methyltransferase (Dnmt) activity and memory formation. Specifically, the de novo DNA methyltransferase, Dnmt3a, plays a documented role in cognitive abilities [13–17]. Furthermore, it has recently been shown that *DNMT3A* variants are the underlying cause of the neurodevelopmental disorder Tatton-Brown-Rahman syndrome, which is characterized by intellectual disability [18, 19]. Despite this evidence, the downstream processes regulated by Dnmt3a that contribute to memory formation are unknown. Moreover, the genomic program regulated by Dnmt3a and required for the formation of long-term memory remains unknown.

The Dnmt3a genomic locus gives rise to two isoforms, Dnmt3a1 and Dnmt3a2 [20], that exhibit different genomic binding [21] and expression regulation in response to neuronal activity. Dnmt3a2 is transcribed from an intronic promoter and behaves like an immediate early gene, whereas the expression of Dnmt3a1 is not regulated at the level of transcription by neuronal activity [22–24]. The requirement for Dnmt3a2 in memory formation has been demonstrated [23–25]; however, the contribution of Dnmt3a1, despite its high abundance in the adult brain [26–28] has not been investigated. The differential regulation of expression of the two isoforms by neuronal activity and the studies that showed that normal Dnmt3a1 expression levels do not compensate the memory impairments found in Dnmt3a2 knockdown mice [23, 24, 29, 30], suggest nonredundant functions by the two isoforms. However, whether the two enzymes are differentially required for and regulate distinct downstream processes during memory formation remains to be investigated.

In this study, we demonstrated that Dnmt3a1 is crucial for memory formation and for controlling an activity-regulated genomic program. We found that acute hippocampal reduction of Dnmt3a1 led to memory impairments in adult mice in the spatial object recognition test and contextual fear conditioning tasks without affecting hippocampus-independent tasks. Moreover, using RNA Sequencing analysis, we identified activity-regulated genes dependent on Dnmt3a1 levels. Intriguingly, we found that some of the identified genes are selectively dependent on Dnmt3a1, but not Dnmt3a2. Among these genes was Neuropilin-1 (Nrp1), a member of the semaphorin complex with an established function in synaptic plasticity [31, 32]. In a next step, we demonstrated the involvement of Nrp1 in long-term spatial object recognition and contextual fear memories. Furthermore, we showed that Dnmt3a1 regulates hippocampus-dependent memory via Nrp1. In contrast, Nrp1 overexpression did not rescue memory impairments triggered by reduced Dnmt3a2 levels, suggesting an isoform-specific mechanism for memory processes. Taken together these findings uncovered a Dnmt3a1-dependent genomic program and identified a downstream effector during memory formation.

## Materials and methods

### Animals

3-month-old C57BL/6N male mice (Charles River, Sulzfeld, Germany) were used and housed 2–3 per cage (except during severe fighting) with ad libitum access to water and food, under a 12 h light/dark cycle at 22 ± 1 °C and 55 ± 10% relative humidity. Behavioral experiments were conducted during the light phase. Mice that were sick or injured were excluded. Uninjured cage mates were kept in the study. Performance exclusion criteria were applied to the spatial object recognition task as described below. Animals were randomly assigned to experimental groups and analysis was conducted blindly. Procedures complied with German animal care guidelines and European Community Council Directive 86/609/EEC.

### Recombinant adeno-associated virus (rAAV) production

Viral particles were produced and purified as described previously [33] with minor modifications. Specifically, AAV-293 cells (Stratagene #240073, California, USA) were used for co-transfection of target AAV plasmid and helper plasmids (pF∆6, pRV1, and pH21). Viral particles in media were concentrated by incubation with 40% Polyethylene glycol (PEG) solution (pH 7,4) for 3 h at 4 °C and centrifugation. The viral pellet was added to lysed HEK cells prior to purification and concentration. For expression of shRNAs, we used a vector containing the U6 promoter upstream of the shRNA sequence and a chicken β-actin promoter to drive GFP expression. The sequences are as follows: Dnmt3a1-shRNA1: GCAGACCAACATCGAATCCAT; Dnmt3a1-shRNA2: GGGAGGATGATCGAAAGGAAGGAGA; Dnmt3a2-shRNA: ACGGGCAGCTATTTACAGAGC; Nrp1-shRNA1: GGAAACCAAGAAGAAATATTA; Nrp1-shRNA2: GGGAGAGGAAATCGGAGCTAA; Control-shRNA: ACTACCGTTGTTATAGGTG. 

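The 6 sequences were searched for exact matches in the transcripts of GENCODE release M21 on GRCm38, the genome version used by the authors. Dnmt3a lies on the plus strand of chromosome 12, from 3806007 to 3914443, and has 18 annotated transcripts. Of these, Dnmt3a-201 spans 3807030 to 3914443 with 23 exons and is 9685 nt long. Dnmt3a-203 starts at its own first exon further downstream, spans 3891744 to 3914443 with 19 exons and is 5424 nt long. The 21-nt target of Dnmt3a1-shRNA1 lies at 3872848 to 3872868, in the coding sequence of exon 5 of Dnmt3a-201, and is present in 5 of the 18 transcripts. The 25-nt target of Dnmt3a1-shRNA2 crosses the junction of exons 2 and 3 of Dnmt3a-201. It begins at 3835244 and ends at 3849642, is coding on both sides of the junction in this transcript, and is present in 4 of the 18 transcripts, 1 of which is annotated as a retained intron. The Dnmt3a2-shRNA target lies at 3891782 to 3891802, in the 5′ UTR within exon 1 of Dnmt3a-203, and is present in 2 transcripts. No transcript holds the target of a Dnmt3a1-shRNA together with that of the Dnmt3a2-shRNA. Nrp1 lies on the plus strand of chromosome 8. The Nrp1-shRNA1 target is at 128457916 to 128457936, in the coding sequence of exon 7 of Nrp1-201, and the Nrp1-shRNA2 target is at 128359317 to 128359337, in the 5′ UTR within exon 1. Control-shRNA, 19 nt long, matched 0 transcripts.

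**Figure D1:**
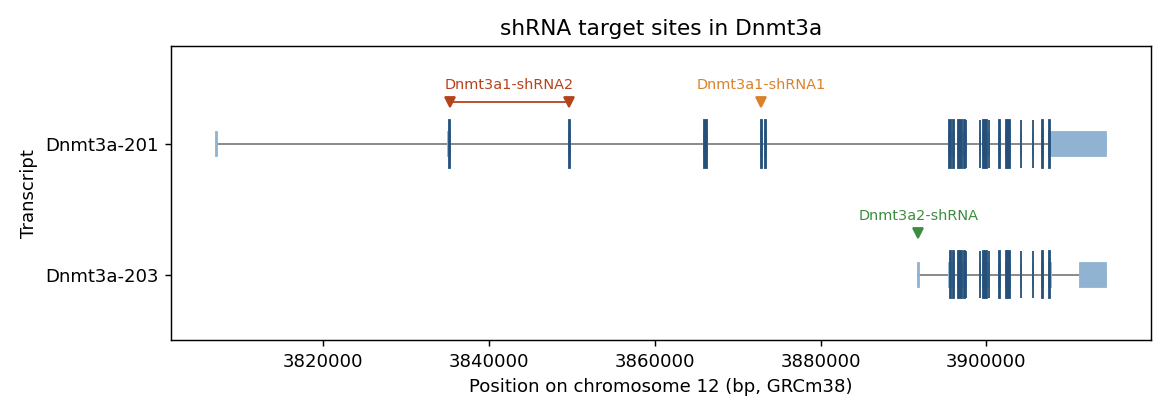
Positions of the Dnmt3a shRNA targets on chromosome 12 (x axis, bp in GRCm38) along the transcripts Dnmt3a-201 and Dnmt3a-203 (y axis), with tall dark blocks for coding sequence, low pale blocks for UTRs, lines for introns and triangles for the targets. Both Dnmt3a1-shRNA targets lie upstream of 3891744, where Dnmt3a-203 begins, and the pair of joined triangles marks the ends of the Dnmt3a1-shRNA2 target on either side of an intron.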

For temporally controlled knockdown of Dnmt3a1, we used a dual-component TetON-based system. The driver plasmid contained a neuron-specific promoter (hSynapsin) controlling the transactivator (rtTA), the tetracycline repressor (TetR), and Kusabira Orange (KO). The second construct contained GFP and a miR30-based shRNA targeting Dnmt3a1 controlled by the tetracycline-responsive promoter (TRE). This vector was generated using the plasmids pPRIME-CMV-GFP-FF3 [34] (a gift from Stephen Elledge (Addgene plasmid # 11663; http://n2t.net/addgene:11663; RRID:Addgene_11663)) and pAAV-PTRE-tight-hM3Dg-mCherry [35] (a gift from William Wisden [Addgene plasmid # 66795; http://n2t.net/addgene:66795; RRID:Addgene_66795]). Specifically, the Dnmt3a1-shRNA1 sequence was inserted into the pPRIME vector and subsequently, the GFP-miR30-Dnmt3a1-shRNA expression cassette was subcloned into the vector containing the Tet-inducible promoter by replacement of the hM3Dq-mCherry insert. The overexpression of Nrp1-HA or a control gene was achieved by placing HA-tagged Nrp1 or LacZ under the control of hSynapsin promoter, respectively. The infection rate, toxicity, viral titer, and knockdown efficiency for each batch of generated viruses were evaluated. The final titer was around 1–2 × 10^12^ viral particles/ml.

### Fluorescent labelling

Sedated mice underwent intracardial perfusion with ice-cold PBS followed by 4% paraformaldehyde (PFA, Sigma-Aldrich, Munich, Germany). Brains were post-fixed overnight with 4% PFA solution at 4 °C and subsequently transferred to 30% sucrose (in PBS). 30 μm slices were cut using a cryotome (CM1950, Leica), and incubated in Hoechst 33258 (2 μg/ml, Serva, Heidelberg, Germany) for 5 min. Slices were imaged using a 20× oil objective on a TCS SP8 confocal microscope (Leica Microsystems, Oberkochen, Germany).

### Stereotaxic surgery

rAAVs were injected into the dorsal hippocampus (dHPC) at the following coordinates relative to the bregma: −2 mm anteroposterior, ± 1.5 mm mediolateral, −1.7, −1.9, and −2.1 mm dorsoventral from bregma. Each spot received 500 nl of viral solution injected at a speed of 200 nl/min through a 33G needle. After injections at each site, the needle was left in place for 60 s. During behavioral experiments, the experimenter was blinded to the virus injected into each mouse. Behavioral testing commenced 3 weeks after rAAV delivery.

### Behavioral testing

Before behavioral testing, mice were habituated to the experimenter and behavioral room by handling for 3 consecutive days, 1 min/mouse. Different mouse cohorts were used for testing short-term (1 h) or long-term memory (24 h). The spatial object recognition (SOR) test and contextual fear conditioning (CFC) were performed as previously described [3]. In SOR, mice were habituated (6 min) to an arena (50 cm × 50 cm × 50 cm) with a visual cue placed on the arena wall, followed by a training session that consisted of three 6 min-exposures (3 min intertrial interval) to two objects. In the testing session (1 h or 24 h later) one object was moved to a new location and object exploration was scored for 6 min. If in one experimental batch during the SOR test control animals did not show a preference, due to day effects, the whole set of animals was excluded from this analysis but was still included in contextual fear conditioning data. Further, an animal was excluded if total exploration time during testing was inferior to 2 s. One week later, CFC was performed in which mice were allowed to explore the conditioning chamber (23 × 23 × 35 cm, TSE, Bad Homburg, Germany) for 148 s followed by a 2 s foot shock (0.5 mA). They remained 30 s in the conditioning chamber before returning to their home cage (HC). During testing, mice were exposed 5 min to the conditioning chamber. Where applicable, mice received intraperitoneal doxycycline hyclate (2.5 mg in 500 µL saline solution, 100 mg/kg, Sigma-Aldrich, Munich, Germany) 3 days prior to CFC.

The accelerating rotarod and cued fear conditioning were performed in an independent animal cohort. The rotarod apparatus (Ugo Basile, Italy) had a 3 cm diameter rod with speed increasing from 4 to 40 r.p.m. over 5 min. Testing occurred 3 times daily with 1 h intervals over 3 days. Trials began at the same time of the day and ended either with mice falling off or after 300 s. In cued fear conditioning, mice were put into a chamber (23 × 23 × 35 cm, TSE, Germany). A white noise cue (75 dB) played from 2 to 2.5 min after placement, followed by a 0.7 mA foot shock in the last 2 s of the cue. Mice stayed in the chamber for an extra 30 s before returning to their cage. During testing, mice experienced a new context for 6 min (different chamber, smooth flat floor, altered dimensions, and a novel odor). The cue started 3 min after placing the mice in the chamber and lasted for 3 min.

### Primary hippocampal cultures and pharmacological treatments

Hippocampal cultures from newborn C57Bl/6N mice (Charles River, Sulzfeld, Germany) were prepared and maintained as previously described [3]. In brief, mice hippocampi were dissociated at P0 by papain digestion and plated onto tissue culture dishes coated with poly-D-lysine and laminin (Sigma-Aldrich, Munich, Germany). The primary cultures were maintained for 8 days in Neurobasal-A medium (Gibco™) supplemented with 1% rat serum (Biowest), 0.5 mM L-glutamine (Sigma-Aldrich, Munich, Germany) and B27 (Gibco™), followed by incubation in transfection media: salt-glucose-glycine solution (10 mM HEPES, pH 7.4, 114 mM NaCl, 26.1 mM NaHCO3, 5.3 mM KCl, 1 mM MgCl2, 2 mM CaCl2, 30 mM glucose, 1 mM glycine, 0.5 mM C3H3NaO3, and 0.001% phenol red) and phosphate-free Eagle’s minimum essential medium (9:1 v/v), supplemented with insulin (7.5 μg/ml), transferrin (7.5 μg/ml), and sodium selenite (7.5 ng/ml) (ITS Liquid Media Supplement, Sigma-Aldrich, Munich, Germany) and penicillin-streptomycin. rAAV infection occurred on day in vitro (DIV) 4. Experiments were performed on DIV 9-11. To induce action potential bursting, cultures were treated with 50 µM bicuculline (Alexis Biochemicals, Farmingdale, NY, USA). DNA transfection was performed on DIV 8 using Invitrogen Lipofectamine 2000 (Invitrogen, CA, USA). The DNA (μg): Lipofectamine (μl) ratio was 1.6:5 in 1 ml of medium. The Lipofectamine/DNA mixture was left on the cells for 3 h before it was replaced with a transfection medium. Doxycycline Hyclate (25 μM, Sigma-Aldrich, Munich, Germany) was introduced in the medium at DIV 8. To monitor doxycycline dependency, images of infected primary neurons with the TetOn-based miR30 system were acquired (Axio Vert.A1, Zeiss, Oberkochen, Germany).

### qRT-PCR primer design

The quantitative reverse-transcription PCR (qRT-PCR) primers were designed with Primer3 (https://primer3.ut.ee/) using either the RefSeq curated annotation or the GENCODE VM23 comprehensive transcript annotation, along with the GRCm38/mm10 mouse genome assembly. The specificity and amplicon product size of the primers were verified by BLAST search and in silico PCR (UCSC Genome Browser, mm10). Primer pair efficiencies and product melting curves were validated by qRT-PCR on serially diluted complementary DNA (cDNA) from primary mouse hippocampal cultures (refer to the “qRT-PCR” section). The list of all primers used in the study is provided in Supplementary Table 1.

### qRT-PCR

RNA from hippocampal cultures or tissue was extracted using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) with extra DNase I digestion on the column, following the manufacturer’s instructions. For extraction from mouse tissue, the infected region (identified by GFP expression) was quickly dissected. RNA was transcribed into cDNA using the High-Capacity cDNA reverse-transcription kit (Applied Biosystems, Foster City, CA, USA). qRT-PCR was performed on Step One Plus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using TaqMan gene expression assays (Applied Biosystems, Foster City, CA, USA) or the Power SYBR Green PCR Master Mix (Applied Biosystems) assays. The following TaqMan gene expression assays were used: Dnmt1 (Mm00599763_m1), Dnmt3a1 (Mm00432870_m1), Dnmt3a2 (Mm00463987_m1), Dnmt3b (Mm00599800_m1) and the housekeeping gene Gusb (Mm00446953_m1). Power SYBR Green PCR Master mix was used for the remaining target genes. PCR reactions were run as technical triplicates in 10 µL reactions (96-well format) using 0.5 μM of each primer. 2 μL of diluted cDNA (about 1.25 ng) was added to each reaction. The thermal cycling was conducted with the following settings: a 10 min incubation at 95 °C, 40 cycles of 10 s each at 95 °C, 60 °C, and 72 °C, followed by a 15 s incubation at 95 °C. Melt curves were generated by heating from 60 °C to 90 °C at a ramp rate of 0.6 °C/min. Relative expression levels of each target transcript were determined by the ∆∆Ct method using beta-Actin mRNA levels as a reference [36].

### Western blotting

Primary hippocampal neurons infected on DIV 4 were lysed on DIV 10 in boiling SDS sample buffer (160 mM *Tris*-HCl (pH 6.8), 4% SDS, 30% glycerol, 10 mM dithiothreitol, and 0.02% bromophenol blue). In the case of western blotting of tissue samples, dHPC was quickly dissected in ice-cold PBS and homogenized in RIPA buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 8.0) supplemented with 1% protease inhibitor cocktail (Sigma-Aldrich, Munich, Germany). Protein concentration was measured by Bradford assay and 20 µg of denatured protein (in Laemmli buffer at 95 °C for 5 min) was loaded in a 7.5% polyacrylamide gel and blotted onto a nitrocellulose membrane (GE Healthcare, Buckinghamshire, UK). The membranes were blocked in 5% milk in PBS with 0.01% Tween (PBST) and probed with the following antibodies (diluted in 5% milk in PBST) overnight at 4 °C: α-Tubulin (1:400000, Sigma t9026), α-Dnmt3a (1:5000, H-295, Santa Cruz, SC-20703), α-HA-tag (1:7500, Covance, MMS101R). The next day, membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (1:5000 diluted in 5% milk in PBST) for 1 h at room temperature. Finally, they were analyzed using ChemiDoc^TM^ Imaging System (Bio-Rad, California, USA).

### Immunocytochemistry

Primary hippocampal neurons plated on coverslips were rinsed with PBS and fixed with a prewarmed solution of 4% PFA and 4% sucrose for 15 min at room temperature. After permeabilizing the cells in ice-cold methanol for 6 min, blocking was performed with 10% normal goat serum in PBS for 1 h at room temperature. Next, cells were incubated with primary antibody α-Dnmt3a (1:500, H-295, Santa Cruz, SC-20703diluted in PBS containing 2% BSA, 0,1% Triton X-100) overnight at 4 °C, which continued with secondary antibody incubation (1:500 goat anti-mouse Alexa488 [Life Technologies, Eugene, OR, USA]) diluted in PBS containing 2% BSA, 0,1% Triton X-100) for 1 h at room temperature. Finally, coverslips were treated with Hoechst 33258 (2 μg/ml, Serva, Heidelberg, Germany) for 5 min and mounted on glass slides. Images were acquired with a 40× oil objective on a fluorescence microscope (Leica Microsystems, Oberkochen, Germany).

### Bulk RNA sequencing

Total RNA from mouse hippocampal cultures was isolated as above described and 500 ng of total RNA was used for bulk RNA-sequencing. Libraries were sequenced as 100 bp paired-end reads, amounting to approximately 61 million reads per sample. Data processing was performed with R (version 3.6.3) and bioconductor (version 3.9) in Rstudio (version 1.1.463). Quality control of clean sequencing reads was performed using FastQC (Babraham Bioinformatics). Low-quality reads were removed using trim_galore (version 0.6.4). The resulting reads were aligned to the mouse genome version GRCm38.p6 and counted using kallisto version 0.46.1 [37]. The count data were transformed to log2-counts per million (logCPM) using the voom-function from the limma package [38]. Differential expression analysis was performed using the limma package in R. A false positive rate of *α* = 0.05 with FDR correction was taken as the level of significance. Volcano plots and heatmaps were created using ggplot2 package (version 2.2.1) and the complexHeatmap package (version 2.0.0) [39]. For enrichment analysis, we used the fgsea [40], the enrichmentbrowser [41], and the Enrichr packages [42].

### Statistical analysis

Each data set was subjected to a normality test prior to further comparisons (Shapiro-Wilk normality test; alpha = 0.05). For normally distributed data sets, a two-tailed unpaired Student’s *t* test was performed to compare two groups. If more than two groups were analyzed simultaneously, a one-way ANOVA was used followed by appropriate multiple comparison *post hoc* tests to control for multiple comparisons as specified. In case of a non-Gaussian distribution, two-tailed Mann–Whitney tests were used to compare two distinct groups, or a Kruskal–Wallis test followed by Dunn´s post hoc test to compare more than two groups. The sample size was determined based on similar experiments carried out in the past and the literature. All plotted data represent mean ± SEM. Statistical analysis was performed using GraphPad Prism 7 (GraphPad Software). All behavioral sessions were video recorded and manually scored to determine the exploration of objects during training and testing phases or freezing behavior by an experimenter blind to the group identity. The TSE Systems Fear Conditioning program was used to score the mean velocity during the CFC training session.

## Results

### Dnmt3a1 is required for long-term memory formation

In this study, we sought to investigate the role of DNA methyltransferase 3a1 (Dnmt3a1) in neuronal function and memory formation. We employed stereotaxic surgery and recombinant adeno-associated viruses (rAAVs) to deliver a control shRNA sequence (Control-shRNA) [3] or two independent shRNAs to knockdown Dnmt3a1 into the adult (8 weeks) dorsal hippocampus (dHPC) of mice (Fig. 1A, B). We used the rAAV1/2 serotype given its well established neuronal tropism [43]. To monitor viral expression upon infection, the viral constructs contained a GFP cassette under the control of the chicken-beta-actin promoter (Fig. 1A, B). We confirmed knockdown efficiency of our shRNAs by transfection of primary hippocampal neurons in vitro and immunostaining against endogenous Dnmt3a1 (Supplementary Fig. 1A). To further validate the knockdown efficiency in vivo, we performed qRT-PCR and western blot analysis of dHPC of mice infected with the viral constructs (Supplementary Fig. 1B–G). We confirmed that both sequences selectively knockdown Dnmt3a1 without affecting other *Dnmts*. shRNA1 and shRNA2 sequences effectively reduced Dnmt3a1 expression at both the mRNA (Supplementary Fig. 1B; two-tailed, unpaired t-test; *Dnmt3a1*: t_(6)_ = 6.28; *Dnmt3a2*: t_(6)_ = 0.48; *Dnmt1*: t_(6)_ = 0.81; *Dnmt3b*: t_(6)_ = 0.09; C; two-tailed, unpaired t-test; *Dnmt3a1*: t_(8)_ = 5.94; *Dnmt3a2*: t_(7)_ = 1.07; *Dnmt1*: t_(8)_ = 0.52; *Dnmt3b*: t_(8)_ = 1.17;) and protein (Supplementary Fig. 1D–G; two-tailed, unpaired t-test; Dnmt3a1-shRNA1: t_(6)_ = 6.15; Dnmt3a1-shRNA2: t_(7)_ = 3.16) levels. To evaluate a requirement for Dnmt3a1 in memory performance, we conducted hippocampus-dependent memory tests on mice three weeks after stereotaxic surgery (Fig. 1C). We found that, when tested 24 h after training in the spatial object recognition test, mice injected with either Dnmt3a1-shRNA1 or -shRNA2 exhibited no preference for the displaced object (Fig. 1D; two-tailed, unpaired t-test; Dnmt3a1-shRNA1: t_(17)_ = 2.43; Dnmt3a1-shRNA2: t_(22)_ = 3.15). However, when evaluated 1 h after training, mice in shRNA groups explored the displaced object for a length of time comparable to the control group (Fig. 1E; two-tailed, unpaired t-test; Dnmt3a1-shRNA1: t_(10)_ = 2.04; Dnmt3a1-shRNA2: t_(18)_ = 0.64). Importantly, Dnmt3a1 knockdown did not affect the overall amount of time that mice spent exploring the objects during training (Supplementary Fig. 1H, I; two-tailed, unpaired t-test; Dnmt3a1-shRNA1: t_(17)_ = 0.92; Dnmt3a1-shRNA2: t_(22)_ = 0.35). To assess further the role of hippocampal Dnmt3a1 in memory formation, we trained mice in contextual fear conditioning. Knockdown of Dnmt3a1 with either shRNA1 or shRNA2 impaired contextual fear memory response 24 h after training (Fig. 1F; two-tailed, unpaired t-test; Dnmt3a1-shRNA1: t_(20)_ = 2.60; Dnmt3a1-shRNA2: t_(20)_ = 2.54) without decreasing freezing levels compared to the Control-shRNA when tested 1 h after training (Fig. 1G; two-tailed, unpaired t-test; Dnmt3a1-shRNA1: t_(15)_ = 0.04; Dnmt3a1-shRNA2: t_(22)_ = 0.90). This decrease in freezing was not due to altered responsiveness to the shock administration during the training session (Supplementary Fig. 1J, K; two-tailed, unpaired t-test; Dnmt3a1-shRNA1; Pre-Shock: t_(20)_ = 0.16; Shock: t_(20)_ = 0.25; Dnmt3a1-shRNA2: Pre-Shock: t_(21)_ = 1.06; Shock: t_(21)_ = 0.36). These results show that Dnmt3a1 knockdown impairs long-term memory formation without affecting short-term memory. Next, we investigated whether the memory deficits are specific to hippocampus-dependent tasks. We assessed the performance of mice injected with Control-shRNA, Dnmt3a1-shRNA-1 or Dnmt3a1-shRNA-2 in the auditory cue fear conditioning (Supplementary Fig. 1L) and accelerating rotarod (Supplementary Fig. 1M), two tasks that do not require hippocampal function [44, 45]. We found that hippocampal Dnmt3a1 knockdown did not affect cued long-term fear memory (Supplementary Fig. 1L; one-way ANOVA test followed by Dunnett’s multiple comparisons test; F_(2,32)_ = 0.18, p = 0.84) or motor skill learning (Supplementary Fig. 1M; two-way repeated measures ANOVA; effect of training day F_(1.661,53.15)_ = 11.76; effect of virus F_(2,32)_ = 0.51), indicating region-specific deficits.

**Fig. 1:**
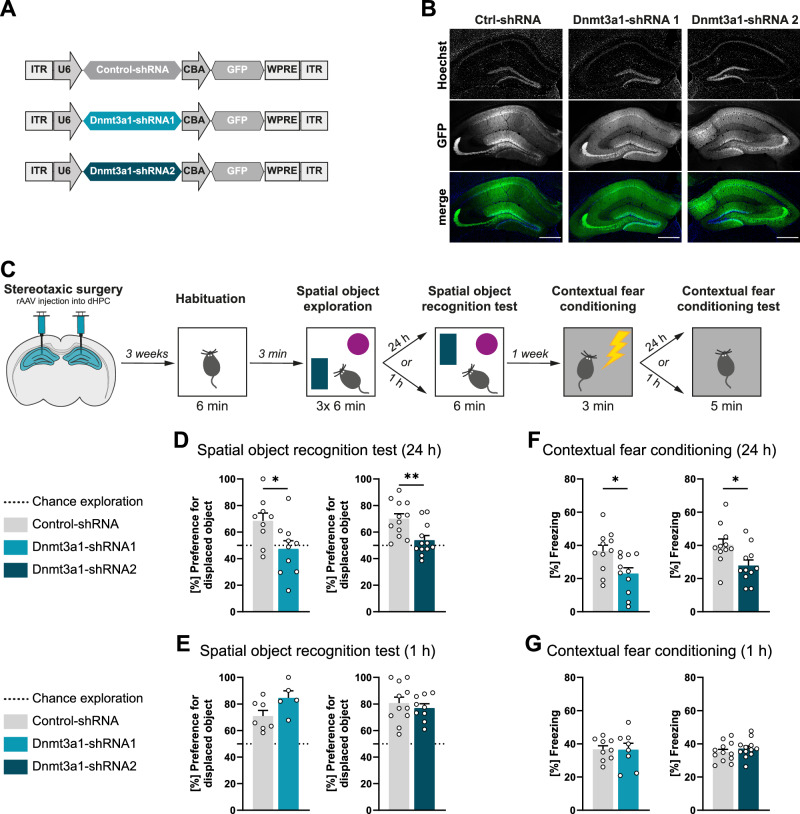
Reduced hippocampal Dnmt3a1 levels impair memory formation. **A** Schematic representation of viral constructs. **B** Representative images of the dorsal hippocampus of mice infected with Control-shRNA, Dnmt3a1-shRNA1 or Dnmt3a1-shRNA2. Scale bar: 100 µm. **C** Schematic representation of experimental design. Long-term (**D**) or short-term (**E**) spatial object recognition memory of mice expressing Control-shRNA (n = 7–12), Dnmt3a1-shRNA1 (n = 5–10) or Dnmt3a1-shRNA2 (n = 9–12). Dashed lines represent equal preference for either object (chance exploration). *p < 0.05, **p < 0.01 by two-tailed, unpaired t-test. Long-term (**F**) or short-term (**G**) contextual fear memory of mice expressing Control-shRNA (n = 9-11), Dnmt3a1-shRNA1 (n = 8-11) or Dnmt3a1-shRNA2 (n = 11-13). *p < 0.05 by two-tailed, unpaired t-test.

The behavioral testing in this series of experiments was carried out three weeks following stereotaxic delivery of rAAVs to achieve high viral expression and, as a result, high knockdown efficiency. However, the persistent reduction of Dnmt3a1 levels may lead to network-wide changes that could impact learning and memory. Consequently, in order to more directly assign a role for Dnmt3a1 in mature neurons during the process of memory formation, we adopted a temporally controlled method that limited Dnmt3a1 knockdown to the time of behavioral testing. We used a TetON-based system that consisted of two components: for tight control of Tet-dependent transgene expression in neurons, one viral construct contained the human synapsin (hSyn) promoter controlling the expression of the reverse tetracycline-controlled transactivator (rtTA) together with the Tet repressor (TetR) and the fluorescent protein Kusabira Orange (KO) that serves as an infection marker [46, 47]. In the second construct, the Dnmt3a1-specific shRNA sequence 1 or the Control-shRNA was embedded in a microRNA-30-based expression cassette [34], which is under the control of the tetracycline responsive promoter (TRE) (Fig. 2A, B). In the absence of doxycycline, TetR is bound to TRE inhibiting its activity. Upon doxycycline administration, TetR releases from the TRE promoter allowing the binding of the activator rtTA. Administration of doxycycline to hippocampal primary cultures verified tight control of transgene expression via the Tet-On system (Supplementary Fig. 2A–D). The expression of GFP after doxycycline administration increased over a time course of 72 h (Supplementary Fig. 2B). Western blot analysis of Dnmt3a1 at the same time points revealed a significant knockdown of Dnmt3a1 protein levels at 72 h (Supplementary Fig. 2C, D; two-tailed, unpaired t-test; 0 h: t_(10)_ = 1.03; 48 h: t_(10)_ = 1.86; 72 h: t_(10)_ = 3.06; Mann–Whitney test; 24 h: U = 10). Thus, doxycycline was injected intraperitoneally 72 h before behavioral testing (Fig. 2C). We found that knocking down hippocampal Dnmt3a1 around the time of fear conditioning reduced freezing levels when mice were tested 24 h after training (Fig. 2D; two-tailed, unpaired t-test: t_(27)_ = 2.99); however, mice froze to a similar extent than the control mice when testing occurred 1 h after training (Fig. 2E; two-tailed, unpaired t-test: t_(18)_ = 0.32). The responsiveness to the shock administration during the training session did not cause this decrease in freezing (Supplementary Fig. 2E; two-tailed, unpaired t-test; Pre-Shock: t_(14)_ = 0.47; Shock: t_(14)_ = 0.80). Taken together, these findings further support a function of Dnmt3a1 during long-term memory formation and suggest that Dnmt3a1 participates in the regulation of learning-dependent gene expression required for long-term memory.

**Fig. 2:**
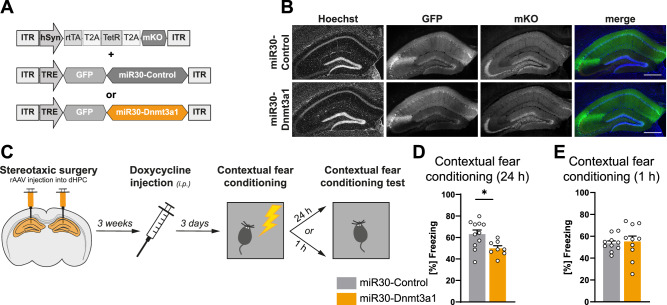
Temporally-restricted Dnmt3a1 knockdown impairs memory consolidation. **A** Schematic representation of the viral constructs encoding the TetON-based system. The driver construct expresses under the hSyn promoter the Tet repressor (TetR), the reverse tetracycline-controlled transactivator (rtTA) and the infection marker Kusabira Orange (mKO). The Tet response element (TRE)-dependent construct contains the TRE promoter driving the miR30-based shRNA cassettes. In the absence of doxycycline, TRE is inhibited by TetR which results in suppression of the miR30 system. In the presence of doxycycline, TetR loses its affinity thus enabling rtTA to bind to TRE and activate the expression of the miR30 system. **B** Representative images of the dHPC of mice infected with rAAVs expressing the miR30-Control shRNA or miR30- Dnmt3a1-shRNA2 sequence. Scale bar: 100 µm. **C** Schematic representation of experimental design. Long-term (**D**) or short-term (**E**) contextual fear memory of mice expressing miR30-Control shRNA (n = 10–11) or miR30-Dnmt3a1 shRNA (n = 8–10). *p < 0.05, by two-tailed, unpaired t-test.

### Dnmt3a1 regulates the expression of activity-dependent genes involved in synaptic plasticity

Next, to elucidate the molecular mechanism by which Dnmt3a1 regulates memory consolidation we sought to identify activity-dependent genes regulated by Dnmt3a1. To this end, we performed RNA sequencing of hippocampal neurons infected with Dnmt3a1-shRNA2 or a Control-shRNA after inducing neuronal activity by bicuculline treatment (Fig. 3A, B, Supplementary Fig. 3A, B). 

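Dissociated mouse hippocampal neurons were infected with recombinant adeno-associated viruses (rAAVs), in which the U6 promoter drives a short hairpin RNA and a chicken β-actin promoter drives GFP. Bicuculline blocks GABA-A receptors and so raises the activity of the cultured network. It was given at 50 µM for 4 h before harvest on DIV 10. The methods place the infection on DIV 4 and Fig. 3B on DIV 3. The 16 libraries form 4 groups of 4 independent neuronal preparations, with Control-shRNA or Dnmt3a1-shRNA2, each in baseline or after 4 h of bicuculline. They were made from 500 ng of total RNA and sequenced as paired-end reads of 100 bp.
The authors trimmed the reads, quantified them on GRCm38 with kallisto, a tool that assigns reads to transcripts without placing each base on the genome, and deposited an estimated count and a TPM value, scaled for transcript length and library total, for each of 55385 genes. All transcripts of a gene are summed in these values, so Dnmt3a1 and Dnmt3a2 are not separated. Between 28912697 and 29586355 read pairs were counted per library. The group medians were 29163896 for Control-shRNA in baseline, 28998263 for Control-shRNA with bicuculline, 29261332 for Dnmt3a1-shRNA2 in baseline and 29016728 for Dnmt3a1-shRNA2 with bicuculline. The paper gives a depth of approximately 61000000 reads per sample. The median library held 29098588 counted pairs, which is 58197176 reads, and the values here rest on the counted pairs. Mitochondrial genes took 2.73% to 6.60% of the counts of a library.
The estimated counts were rounded to whole numbers, scaled by edgeR's TMM method (factors from 0.871 to 1.12) and tested with edgeR's quasi-likelihood test in one fit of all 4 groups. After edgeR's filter on low counts, 17222 genes were tested. A gene was called at the paper's thresholds, a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.5. The authors' own test was voom with limma on log2 CPM. The scaling between libraries, the fold threshold and the choice of test are the steps that can change the numbers. Expression levels are given as TMM-normalized CPM, the count scaled to a common library size.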

In control conditions, we found that neuronal activity leads to the downregulation of 1981 genes and upregulation of 1935 genes including established activity-regulated genes, e.g., Arc, Fos, Npas4 (Fig. 3C, Supplementary File 1).

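Between the 4 Control-shRNA libraries with bicuculline and the 4 in baseline, 3765 genes were called, 1854 higher and 1911 lower with bicuculline. The libraries of one group did not overlap those of the other in 3465 of them, and in 6836 of all genes tested (39.7%), where chance gives 492 (2.86%). The fold threshold moved this number most. Without it 7131 genes passed, and 1378 genes changed by more than 1 on the log2 scale, 33.2% of them lower. Scaling by library size only, in place of TMM, shifted the median log2 fold change of all genes to −0.15, and 69.0% of the called genes were then lower, against 50.8%.
Arc (ENSMUSG00000022602.14; chromosome 15, 74669083 to 74672570) rose from 14.8 ± 3.67 CPM in baseline to 740 ± 228 CPM with bicuculline (SD, n = 4), a log2 fold change of 5.64 (standard error 0.27, adjusted p = 3.14e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). One of the 4 stimulated libraries, replicate 1, held 1080 CPM of Arc and the others between 590 and 652 CPM. Fos (ENSMUSG00000021250.13; chromosome 12, 85473890 to 85477273) rose from 10.3 ± 3.01 to 872 ± 139 CPM (SD, n = 4), a log2 fold change of 6.40 (standard error 0.22, adjusted p = 5.76e-13, same edgeR test). Npas4 (ENSMUSG00000045903.9; chromosome 19, 4984355 to 4990316) rose from 10.4 ± 4.19 to 1662 ± 234 CPM (SD, n = 4), a log2 fold change of 7.32 (standard error 0.26, adjusted p = 1.07e-12, same edgeR test). For all 3 genes every stimulated library lay above every baseline library. In a list of 16 immediate early genes, every gene was called higher with bicuculline, with log2 fold changes from 1.65 to 7.32 and a median of 3.86.
Among called genes with a mean of at least 1 CPM and no overlap between the groups, the largest increases were those of Lce1g, Serpinb2 and Gm18445. Lce1g had at most 1 count in a baseline library and between 160 and 687 counts in a stimulated one, at least 145-fold higher. Gm18445 had 0 counts in the baseline libraries and between 15 and 149 with bicuculline, at least 29.3-fold higher. Serpinb2 had a log2 fold change of 9.75 (standard error 1.13). The largest decreases were those of Ccdc177 (−2.36, standard error 0.13), Chst12 (−2.29, standard error 0.15) and Parp16 (−2.23, standard error 0.19), each a log2 fold change. Of the genes labelled as lower in Fig. 3C, Tmem121b fell by 1.58 and Map10 fell by 1.02 on the log2 scale.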

**Fig. 3:**
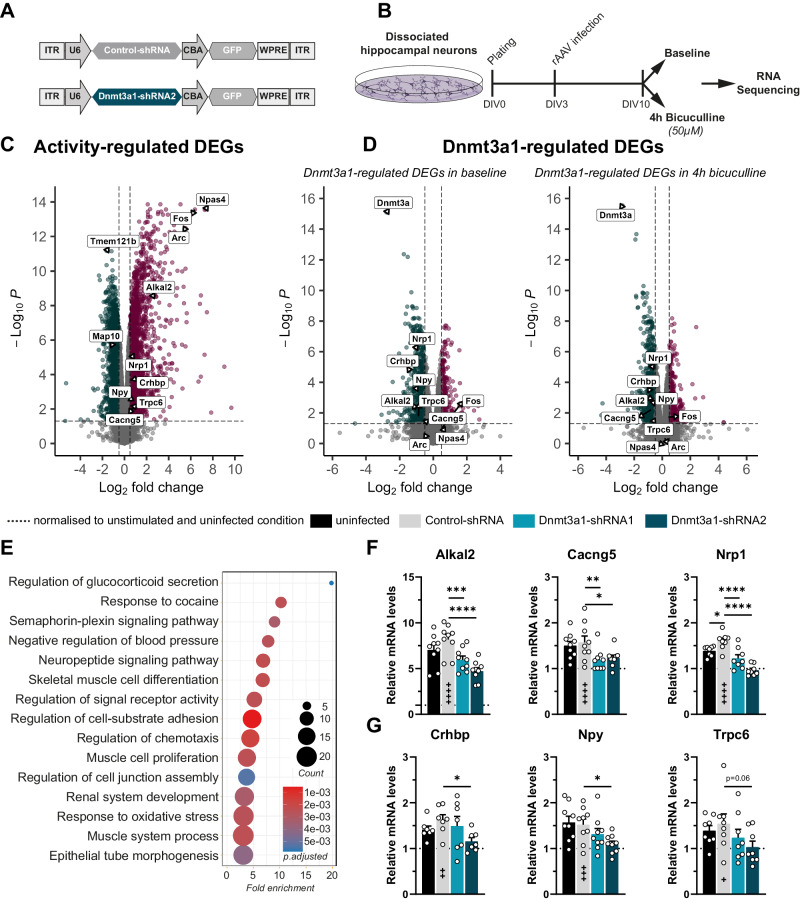
Dnmt3a1 regulates transcription of genes involved in synaptic plasticity processes. **A** Schematic representation of viral constructs. **B** Experimental design used to identify activity-regulated genes whose expression is altered upon Dnmt3a1 reduction. DIV: Day in-vitro. **C** Volcano plot of differentially expressed genes (DEGs) in control condition (infected with rAAVs expressing Control-shRNA) in response to neuronal activity via Bicuculline treatment; n = 4 independent neuronal preparation per condition. Log2 fold change cut-off: ±0.5; adjusted p-value cut-off: 0.05. **D** Volcano plot of DEGs upon infection with Control-shRNA or Dnmt3a1-shRNA2 in baseline condition or in stimulated condition (4 h bicuculline); n = 4 independent neuronal preparation per condition. Log2 fold change cut-off: ±0.5; adjusted p-value cut-off: 0.05. **E** GO-Term analysis of overlapping genes between activity-regulated and Dnmt3a1-regulated DEGs. Dot plot illustrates Top 15 GO term enrichment of biological processes. **F** qRT-PCR analysis of *Alkal2*, *Cacng5*, *Nrp1* expression levels in hippocampal cultures infected with Control–shRNA or Dnmt3a1-shRNA1 or -shRNA2 and stimulated 4 h with Bicuculline. Expression levels were normalised to the uninfected control in baseline conditions (dashed line); (n = 8–9 independent neuronal cultures). *p < 0.05, ***p ≤ 0.001, ****p ≤ 0.0001 by one-way ANOVA test followed by Sidak’s multiple comparisons test. **G** qRT-PCR analysis of *Crhbp*, *Npy*, *Trpc6* expression levels in hippocampal-cultured cells infected with Control–shRNA or Dnmt3a1-shRNA1 or -shRNA2 and stimulated 4 h with Bicuculline. Expression levels were normalised to the uninfected control in baseline conditions (dashed line); (n = 7–9 independent neuronal cultures). *p < 0.05, **p ≤ 0.01, ns: not significant by one-way ANOVA test followed by Sidak’s multiple comparisons test. Control-shRNA 4 h bicuculline versus unstimulated: ^+^p < 0.05, ^++^p < 0.01, ^+++^p ≤ 0.001, ^++++^p ≤ 0.0001 by one-way ANOVA test followed by Sidak’s multiple comparisons test.

To identify genes dependent on Dnmt3a1, we focused on genes that are differentially expressed in Dnmt3a1 knockdown versus control conditions in basal (Fig. 3D, Supplementary File 2) and/or upon bicuculline treatment (Fig. 3D, Supplementary File 2). 

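Dnmt3a (ENSMUSG00000020661.15), the gene targeted by Dnmt3a1-shRNA2, was measured at 312 ± 13.8 CPM in baseline with Control-shRNA and at 44.5 ± 3.66 CPM with Dnmt3a1-shRNA2 (SD, n = 4). With bicuculline it was 327 ± 11.8 and 45.3 ± 1.72 CPM (SD, n = 4). The log2 fold change was −2.81 in baseline (standard error 0.06, adjusted p = 8.86e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −2.85 with bicuculline (standard error 0.06, adjusted p = 7.43e-15, same test). Of the control level, 14.2% and 13.9% remained. In both conditions each of the 4 knockdown libraries lay below each control library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Bicuculline changed Dnmt3a itself little, with a log2 fold change of 0.06 (standard error 0.06, adjusted p = 0.421, same edgeR test) in the Control-shRNA cultures, a value that turned to −0.09 when libraries were scaled by their size only. Dnmt1 did not differ detectably, with log2 fold changes of 0.02 (standard error 0.06, adjusted p = 0.849, same edgeR test) and −0.13 (standard error 0.06, adjusted p = 0.120). Without TMM the baseline value of Dnmt1 was −0.06. Dnmt3b was near the detection limit, with group means between 0.133 and 0.401 CPM. After knockdown its log2 CPM differed by −0.0004 in baseline and by 0.70 with bicuculline (exact permutation test, two-sided, p = 0.0571). Whether Dnmt3b changed cannot be decided at this level.
In baseline, 1004 genes were called between Dnmt3a1-shRNA2 and Control-shRNA, and 1015 genes with bicuculline. Their median absolute log2 fold changes were 0.70 and 0.71, against 0.84 for the genes called with bicuculline in control cultures. The groups did not overlap in 904 and 881 of these genes, and in 3432 and 3607 of all genes tested, where chance gives 492. Without the fold threshold 2809 and 3046 genes passed, and 175 and 185 changed by more than 1 on the log2 scale. Leaving out 1 library at a time gave 827 to 1122 genes in baseline and 864 to 1152 with bicuculline.
Beside Dnmt3a, the largest decreases by the same limits on level and overlap were those of Nnt and Ptgs2 in baseline and of Gpd2 and Tppp with bicuculline. Gpd2 fell from 124 ± 2.76 to 33.0 ± 1.55 CPM with bicuculline (SD, n = 4), a log2 fold change of −1.91 (standard error 0.06). Tppp fell from 140 ± 10.5 to 38.5 ± 2.65 CPM (SD, n = 4), a log2 fold change of −1.86 (standard error 0.11). Ptgs2 had a log2 fold change of −2.59 (standard error 0.45) in baseline. The annotated 3′ UTRs of Gpd2, Tppp and Ptgs2 each hold the 7-mer GAAAGGA, which also occurs within the Dnmt3a1-shRNA2 target sequence. The value of Nnt (ENSMUSG00000025453.18), −3.18 (standard error 0.81), is uncertain because more than 1 tested identifier carries this symbol. Voom with limma did not call it (adjusted p = 0.0654). The largest increases were those of Mstn, at 1.52 (standard error 0.15) in baseline and 2.51 (standard error 0.16) with bicuculline, of Ly6g6e, at 1.43 (standard error 0.26) in baseline, and of Crh, at 1.38 (standard error 0.20) with bicuculline. Gm10925, at 2.22 (standard error 0.55) and 2.38 (standard error 0.56), is annotated as an unprocessed pseudogene and is uncertain, since any reads shared with its parent gene were not separated here.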

Notably, the expression of classical immediate early genes, such as Arc, Fos, Npas4 was not altered in Dnmt3a1-shRNA conditions (Fig. 3D, Supplementary File 2), suggesting that the identified changes are not a result of an overall disruption of neuronal responses. 

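In baseline, Arc had a log2 fold change of −0.39 (standard error 0.24, adjusted p = 0.311, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) between Dnmt3a1-shRNA2 and Control-shRNA, and with bicuculline of 0.05 (standard error 0.22, adjusted p = 0.903, same test). The value with bicuculline changed sign when libraries were scaled by their size only (−0.02), and it was 0.29 without replicate 1 of the stimulated Control-shRNA libraries. Npas4 had 0.61 in baseline (standard error 0.22, adjusted p = 0.0712, same edgeR test) and −0.08 with bicuculline (standard error 0.20, adjusted p = 0.831, same edgeR test). Npas4 was called in baseline when no filter on low counts was applied (adjusted p = 0.0171, edgeR; from 0.00919 to 0.196 across all alternatives), without replicate 3 of the Control-shRNA baseline libraries, and without replicate 4 of the Dnmt3a1-shRNA2 baseline libraries. Fos was 10.3 CPM with Control-shRNA and 15.5 ± 3.13 CPM with Dnmt3a1-shRNA2 in baseline (SD, n = 4), a log2 fold change of 0.58 (standard error 0.19, adjusted p = 0.0437, same edgeR test), and the 2 groups overlapped. This call was close to the threshold. It was made in 4 of the 16 fits that each left out 1 library and by DESeq2 (adjusted p = 0.0112), and was not made by voom with limma (adjusted p = 0.0683; from 0.00779 to 0.155 across all alternatives). With bicuculline Fos was 1129 ± 173 CPM in the knockdown cultures (SD, n = 4), a log2 fold change of 0.37 (standard error 0.17, adjusted p = 0.136, same edgeR test).
Of the 16 immediate early genes, 2 were called in baseline, Fos as higher and Nr4a3 as lower (−0.63, standard error 0.17, adjusted p = 0.0170, same edgeR test), and 1 was called with bicuculline, Fosb as lower (−0.61, standard error 0.16, adjusted p = 0.0156, same edgeR test). Nr4a3 lost its call in 4 of the 16 fits without 1 library, and Fosb in 2. Adjusted over the list alone, 1 gene had an adjusted p-value under 0.05 in baseline (Nr4a3, by edgeR) and 3 with bicuculline (Fosb, Fosl2 and Junb), the last 2 with log2 fold changes of 0.22 and 0.36. In baseline, 10 of the 16 genes were higher and 6 lower, with a median log2 fold change of 0.07, and with bicuculline 8 were higher and 8 lower, with a median of 0.02. As a set, the 16 genes did not shift in one direction by limma's camera test (0.923 in baseline and 0.343 with bicuculline) or by its fry test (0.959 and 0.609), while fry's test for changes in either direction gave 0.0277 and 0.0826, each an unadjusted p-value. With the replicate number as a block, the camera value in baseline was 0.847 and the direction of the set reversed. Fry's test for changes in either direction, chosen after the data were seen, then gave 1.68e-04 in baseline and 0.0216 with bicuculline, both unadjusted.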

We hypothesised that Dnmt3a1-regulated genes that are involved in memory formation should be a) differentially expressed in response to Dnmt3a1 reduction and b) activity-regulated. Thus, we overlapped the activity-regulated (Fig. 3C, Supplementary File 1) and the Dnmt3a1-regulated gene sets (Fig. 3D, Supplementary File 2) in order to find potential activity-regulated Dnmt3a1 target genes. This intersection identified 491 candidates (Supplementary Fig. 3B, C, Supplementary File 3). 

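The 3765 activity-regulated genes and the 1460 genes called in at least 1 of the knockdown comparisons shared 467 genes. From the sizes of the 2 sets, 319.2 shared genes are given by chance among the 17222 genes tested, a ratio of 1.46. The definition of the knockdown set and the fold threshold moved this number most. There were 307 shared genes with the baseline comparison alone, 300 with the bicuculline comparison alone and 140 with genes called in both, and 2099 without the fold threshold. Both sets are computed against the Control-shRNA libraries, so part of the overlap can arise from shared chance values. In 10 draws, all 16 libraries were simulated from the control means, so the drawn knockdown groups were unchanged from the drawn controls. In them 0 genes were called for knockdown and from 4172 to 4244 for bicuculline, against the observed 3765. For the 1460 top-ranked knockdown genes of a draw, the overlap with its activity-regulated genes was 1.26 times chance (from 1.24 to 1.31). The observed knockdown comparisons gave 1.14 by the same ranking. Among called genes, with separate control libraries for the 2 comparisons, the overlap was 1.55 times chance (from 1.45 to 1.70). Of the 467 genes, 105 were higher with bicuculline and lower after knockdown, 131 were higher in both, 176 were lower in both, and 55 were lower with bicuculline and higher after knockdown.
Alkal2 (ENSMUSG00000054204.6; chromosome 12, 30884322 to 30893854) rose from 11.5 ± 2.73 to 71.7 ± 21.0 CPM with bicuculline in Control-shRNA cultures (SD, n = 4), a log2 fold change of 2.63 (standard error 0.21, adjusted p = 1.99e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Dnmt3a1-shRNA2 cultures it was 5.90 ± 1.33 CPM in baseline and 38.2 ± 5.19 CPM with bicuculline (SD, n = 4). The log2 fold changes against the control were −0.97 (standard error 0.22, adjusted p = 0.00574, same edgeR test) and −0.91 (standard error 0.19, adjusted p = 0.00353). Both were called in all 16 fits without 1 library.
Cacng5 (ENSMUSG00000040373.12; chromosome 11, 107874605 to 107915055) was 40.2 ± 8.30 CPM in baseline and 59.4 ± 10.6 CPM with bicuculline with Control-shRNA, and 27.7 ± 8.66 and 36.3 ± 9.58 CPM with Dnmt3a1-shRNA2 (SD, n = 4). Its response to bicuculline was 0.57 (standard error 0.21, adjusted p = 0.0377, same edgeR test), called in 10 of the 16 fits without 1 library and not called with scaling by library size only (adjusted p = 0.178, edgeR; from 4.11e-04 to 0.297 across all alternatives). After knockdown it was −0.53 in baseline (standard error 0.21, adjusted p = 0.100, same edgeR test), which is not a call, and −0.71 with bicuculline (standard error 0.21, adjusted p = 0.0262, same edgeR test). The baseline value was called with the replicate number as a block (−0.55, adjusted p = 0.00200, edgeR; up to 0.269 across all alternatives), and the value with bicuculline lost its call in 5 fits without 1 library. In every comparison the libraries of the 2 groups overlapped.
Crhbp (ENSMUSG00000021680.8; chromosome 13, 95431371 to 95444924) was 47.0 ± 5.13 and 80.8 ± 10.2 CPM with Control-shRNA and 19.3 ± 7.03 and 47.4 ± 6.92 CPM with Dnmt3a1-shRNA2, in baseline and with bicuculline (SD, n = 4). Its log2 fold changes were 0.78 for bicuculline (standard error 0.17, adjusted p = 0.00142, same edgeR test), −1.29 for knockdown in baseline (standard error 0.18, adjusted p = 9.61e-05) and −0.77 for knockdown with bicuculline (standard error 0.17, adjusted p = 0.00521). Its annotated 3′ UTR holds 1 copy of the 7-mer AAAGGAA, which also occurs in the Dnmt3a1-shRNA2 target. The 1858 genes with this 7-mer but without GAAAGGA had a median log2 fold change of 0.02 in both knockdown comparisons.

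**Figure D2:**
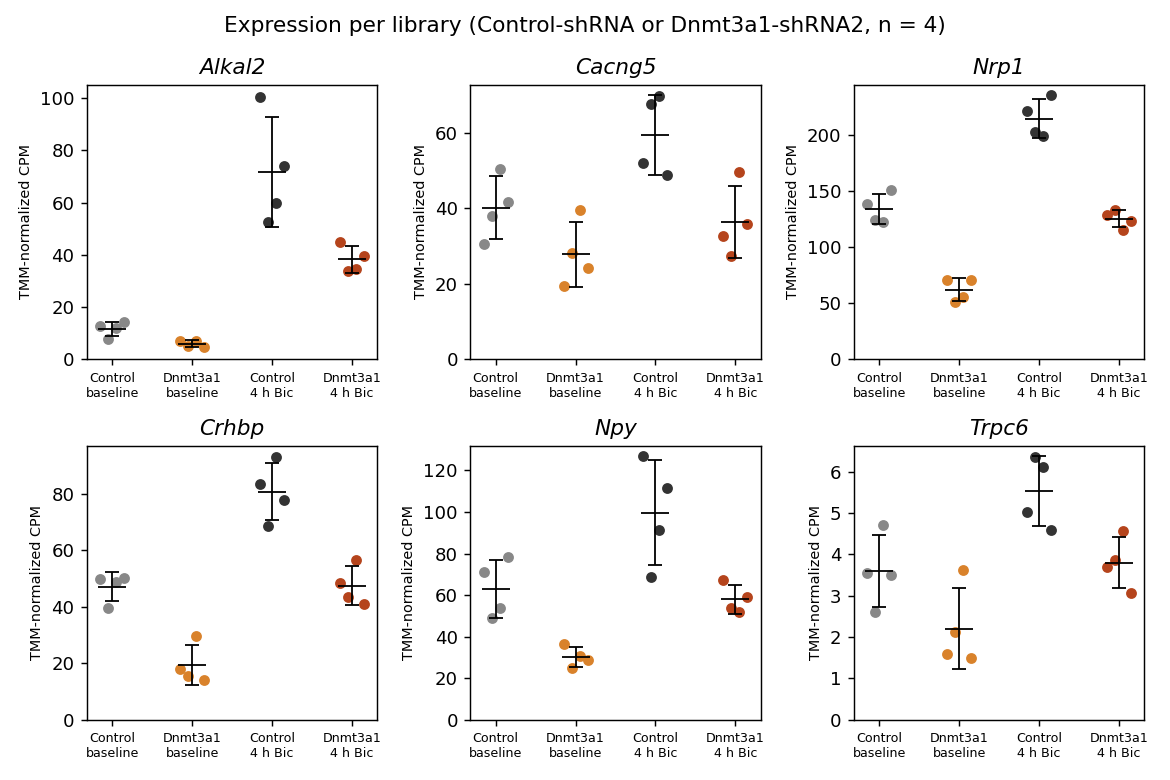
TMM-normalized CPM (y axis of each panel, starting at 0) of Alkal2, Cacng5, Nrp1, Crhbp, Npy and Trpc6 in the 4 groups (x axis), with 1 point per library, a bar at the mean and error bars of 1 SD (n = 4). The 4 knockdown libraries of Nrp1 and of Alkal2 lie below the control libraries in both conditions, while those of Cacng5 overlap them.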

Gene ontology (GO) analysis of the 491 genes yielded a strong enrichment for terms related to structural and functional plasticity, namely *“Neuropeptide signaling pathway”*, *“Regulation of signaling receptor activity”* and *“Regulation of cell-substrate adhesion”* (Fig. 3E, Supplementary File 3). This suggests that genes downstream of Dnmt3a1 may play an important role in synaptic plasticity and learning and memory. 

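The supplementary list of GO terms names 10 genes under neuropeptide signaling pathway, 12 under regulation of signaling receptor activity and 17 under regulation of cell-substrate adhesion, 36 distinct genes in all. All 36 were tested and were called between bicuculline and baseline, and 30 were called for knockdown in at least 1 condition. The 10 neuropeptide genes were all higher with bicuculline, with a median log2 fold change of 1.12 and a range from 0.56 to 5.22. After knockdown all 10 were called, 8 being lower in baseline, and the median log2 fold change was −0.75 in baseline and −0.26 with bicuculline. Of the 12 receptor genes, 11 were called for knockdown and Nptx2 was not. Of the 17 adhesion genes, 10 were higher and 7 lower with bicuculline, and 12 were called for knockdown, Hpse, Nedd9, Onecut2, Spry4 and Thbs1 being the others. In these 6 genes either the adjusted p-value or the fold change stayed short of its threshold. In baseline Nptx2 had a log2 fold change of −0.62 (adjusted p = 0.0549, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called with the replicate number as a block (−0.64, adjusted p = 0.00450, edgeR; from 0.00349 to 0.195 across all alternatives). With bicuculline Nedd9 had 0.49 (adjusted p = 0.0152, same edgeR test). The enrichment itself was not recomputed, as no ontology was used here, and the list was drawn by the authors from the same libraries. From the overlap of the activity-regulated and the Dnmt3a1-regulated sets the paper selects its candidates, and from the terms enriched among them it proposes that genes downstream of Dnmt3a1 play a role in synaptic plasticity and in learning and memory.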

We confirmed some of the identified Dnmt3a1 target genes in independent biological samples using qRT-PCR (Fig. 3F, G). To further rule out the possibility of off-target effects, this validation was performed using the two independent shRNA sequences. We confirmed that the expression of *Alkal2*, *Cacng5*, *Nrp1, Crhbp, Npy and Trpc6* is activity-regulated (Fig. 3F, G; one-way ANOVA test followed by Sidak’s multiple comparisons test: *Alkal2*: F_(6,56)_ = 78.46, p < 0.0001; *Cacng5*: F_(6,56)_ = 16.67, p < 0.001; *Nrp1*: F_(6,49)_ = 46.53, p < 0.0001; *Crhbp*: F_(6,42)_ = 13.60, p < 0.0001; *Npy*: F_(6,56)_ = 15.66, p < 0.001; *Trpc6*: F_(6,49)_ = 5.373, p = 0.003). The expression of the Control-shRNA sequence appeared to cause a mild effect on the expression of Nrp1, but not of the other genes (comparison to uninfected control). However, this was not replicated across independent experiments (see Supplemenetary Fig. 3F). Furthermore, we found that the expression of *Alkal2*, *Cacng5*, and *Nrp1* is reduced upon Dnmt3a1 depletion achieved by shRNA1 or shRNA2 (Fig. 3F), whereas *Crhbp, Npy, and Trpc6* failed to show a significant effect with one of the shRNA sequences (Fig. 3G).

*Dnmt3a* encodes for two distinct isoforms Dnmt3a1 and Dnmt3a2, which are differentially regulated by neuronal activity [22, 23]. We further investigated whether the two isoforms regulate distinct targets. To test this, we infected primary hippocampal cultures with a previously validated shRNA to reduce Dnmt3a2 levels [23, 24] (Supplementary Fig. 3D) and investigated the impact of this manipulation on the expression of the identified Dnmt3a1-regulated genes. Reduction of Dnmt3a2 did not change the expression of *Alkal2*, *Cacng5* or *Nrp1* upon neuronal activity (Supplementary Fig. 3E; one-way ANOVA test followed by Sidak’s multiple comparisons test: *Alkal2*: F_(5,25)_ = 49.04, p < 0.0001; *Cacng5*: F_(5,25)_ = 4.96, p = 0.0044; *Nrp1*: F_(4,25)_ = 4.96, p = 0.0044). Taken together these findings demonstrate that Dnmt3a1 is required for the regulation of a synaptic plasticity-related transcriptional program and further suggest that the Dnmt3a2 isoform may regulate a distinct gene pool.

### Neuropilin-1 is a Dnmt3a1 downstream target required for memory formation

Next, we aimed at investigating whether Dnmt3a1 role in memory consolidation requires the activity of identified target genes. Among the genes whose expression is controlled by Dnmt3a1, we focused on neuronal genes which have been identified to be regulated by novel environment exposure in the mouse hippocampus [48]. These included, among others, the previously validated gene Neuropilin-1 (*Nrp1)* (Fig. 3G, H). Nrp1 is known to build a complex with Semaphorin 3a (Sema3A) and Plexin A4 and is implicated in signalling pathways that regulate neuronal morphology [31, 49]. Although it has been demonstrated that this complex is important for AMPA receptor trafficking [50], it is still unknown whether Nrp1 plays a role in hippocampus-dependent memory formation. We performed a shRNA-mediated loss-of-function approach to assess the role of Nrp1 in memory formation. We generated two independent shRNA constructs to reduce the expression of *Nrp1* (Fig. 4A) and validated their knockdown efficiency in vivo after stereotaxic delivery of the viral constructs or a Control-shRNA into the dHPC. We confirmed that Nrp1-shRNA1 and -shRNA2 sequences led to a robust reduction of Nrp1 mRNA levels (Supplementary Fig. 4A, B; two-tailed, unpaired t-test: Nrp1-shRNA1: t_(10)_ = 5.28; Nrp1-shRNA2: t_(16)_ = 7.25). Mice were subjected to a hippocampus-dependent behavioral memory task three weeks after viral delivery (Fig. 4B). Knockdown of Nrp1 with either shRNA resulted in exploration of the displaced object at chance levels (Fig. 4C; one-way ANOVA test followed by Dunnett’s multiple comparisons test: F_(2,29)_ = 4.46, p = 0.0204), as well as in decreased freezing responses in the contextual fear conditioning test compared to mice injected with the Control-shRNA (Fig. 4D; one-way ANOVA test followed by Dunnett’s multiple comparisons test: F_(2,30)_ = 6.13, p = 0.0059). Notably, Nrp1 knockdown did not affect the overall object exploration time (Supplementary Fig. 4C; one-way ANOVA test followed by Dunnett’s multiple comparisons test: F_(2,32)_ = 0.80, p = 0.4584) or the responsiveness to the shock administration (Supplementary Fig. 4D; one-way ANOVA test followed by Sidak’s multiple comparisons test: F_(5,62)_ = 83.97, p < 0.0001). In conclusion, this set of experiments uncovered a novel function for Nrp1 in long-term memory formation.

**Fig. 4:**
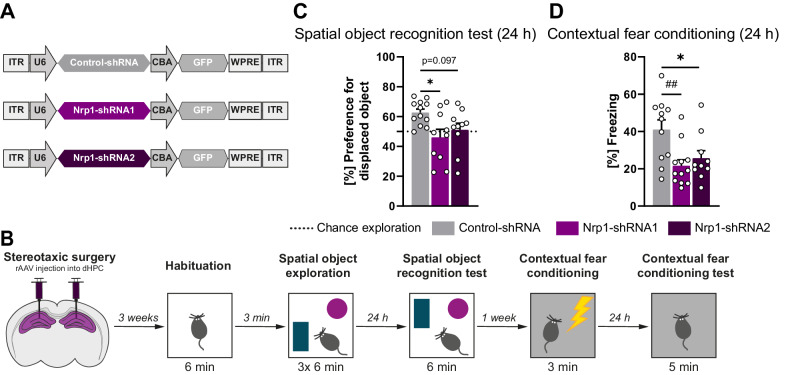
Hippocampal Neuropilin-1 is required for memory formation. **A** Schematic representation of viral constructs. **B** Schematic representation of experimental design. **C** Long-term spatial object recognition memory of mice expressing Control-shRNA (n = 12), Nrp1-shRNA1 (n = 10) or Nrp1-shRNA2 (n = 10). Dashed lines represent equal preference for either object (chance exploration). *p < 0.05 by one-way ANOVA test followed by Dunnett’s multiple comparisons test. **D** Long-term contextual fear memory of mice infected with rAAVs expressing Control-shRNA (n = 11), Nrp1-shRNA1 (n = 12) or Nrp11-shRNA2 (n = 10). *p < 0.05 by one-way ANOVA test followed by Dunnett’s multiple comparisons test. ^##^p ≤ 0.01 by Kruskal-Wallis test followed by Dunn’s multiple comparisons test.

### Dnmt3a1, but not Dnmt3a2, regulates long-term memory formation via its downstream target Nrp1

To evaluate a function of Nrp1 as a downstream effector of Dnmt3a1 during memory formation, we performed a rescue experiment. To this end, we overexpressed HA-tagged Nrp1 or a control protein (LacZ) under the regulation of hSyn promoter together with either Dnmt3a1-shRNA2 or Control-shRNA sequences in the mouse hippocampus (Fig. 5A, B). We first confirmed successful overexpression of Nrp1 in the dHPC by western blot analysis (Supplementary Fig. 5A, B). After stereotaxic delivery of the constructs, mice underwent the spatial object recognition task (Fig. 5B). The different groups did not exhibit differences in the time spent exploring the objects during the training session (Supplementary Fig. 5C; one-way ANOVA test followed by Dunnett’s multiple comparisons test: F_(3,48)_ = 0.12, p = 0.9477). As shown above, the reduction of Dnmt3a1 levels caused memory impairments which are manifested by the decreased preference for the displaced object (Fig. 1D, Fig. 5C). Strikingly, this impairment was rescued upon Nrp1 overexpression (Fig. 5C; one-way ANOVA test followed by Sidak’s multiple comparisons test: F_(3,46)_ = 7.39, p = 0.004). Mice that overexpressed Nrp1 and expressed a control shRNA sequence showed memory performance similar to the control group (Fig. 5C). Taken together, these results demonstrate that Nrp1 acts downstream of Dnmt3a1, is required for memory formation and can per se rescue Dnmt3a1-dependent memory impairments. Thus, indicating that Dnmt3a1 regulates memory formation, at least in part, via its downstream target Nrp1.

**Fig. 5:**
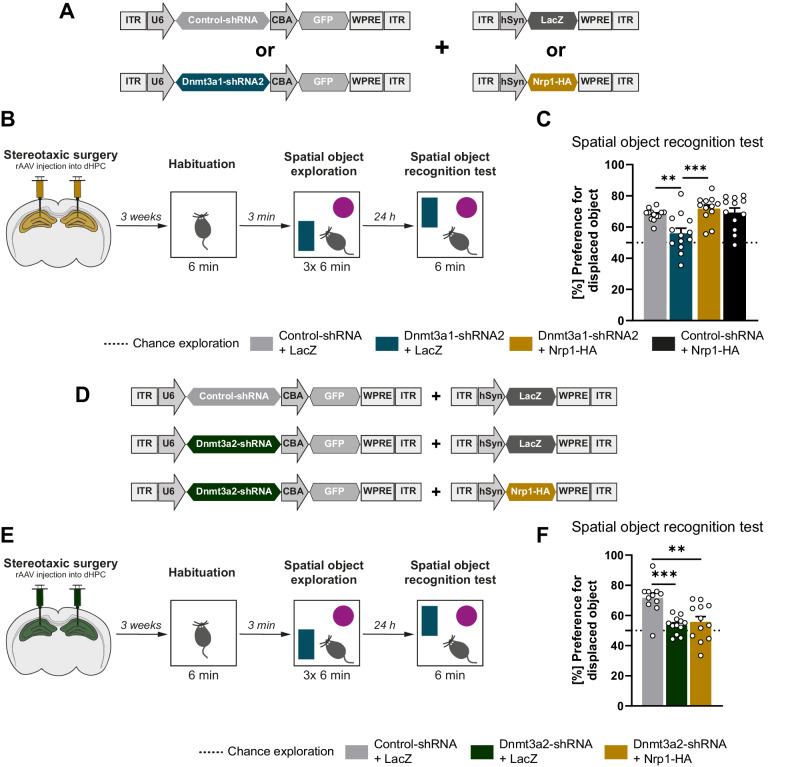
Neuropilin-1 rescues Dnmt3a1-, but not Dnmt3a2-, knockdown dependent memory impairments. **A** Schematic representation of viral constructs. **B** Schematic representation of experimental design. **C** Long-term spatial object recognition memory of mice expressing Control-shRNA + LacZ (n = 13), Dnmt3a1-shRNA2 + LacZ (n = 13), Dnmt3a1-shRNA2 + Nrp1-HA (n = 12) or Control-shRNA + Nrp1-HA (n = 12). Dashed lines represent equal preference for either object (chance exploration). **p ≤ 0.01, ***p ≤ 0.001 by one-way ANOVA test followed by Sidak’s multiple comparisons test. **D** Schematic representation of viral constructs. **E** Schematic representation of experimental design. **F** Long-term spatial object recognition memory mice expressing Control-shRNA + LacZ (n = 11), Dnmt3a2-shRNA + LacZ (n = 12) or Dnmt3a2-shRNA + Nrp1-HA (n = 12). Dashed lines represent equal preference for either object (chance exploration). **p ≤ 0.01, ***p ≤ 0.001 by one-way ANOVA test followed by Sidak’s multiple comparisons test.

Our gene expression analysis suggested that the isoforms Dnmt3a1 and Dnmt3a2 regulate distinct genes. Specifically, we showed that Nrp1 expression is regulated by Dnmt3a1 (Fig. 3), but it is not altered upon knockdown of Dnmt3a2 (Supplementary Fig. 3D). 

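Nrp1 (ENSMUSG00000025810.9) spans 128358604 to 128503363 on chromosome 8 of GRCm38. In Control-shRNA cultures it was measured at 134 ± 13.5 CPM in baseline and 215 ± 17.1 CPM with bicuculline, and in Dnmt3a1-shRNA2 cultures at 62.0 ± 10.1 and 126 ± 7.80 CPM (SD, n = 4). The mean count behind these values was 4231, 6054, 1856 and 3367 in the same order. The log2 fold change after knockdown was −1.11 in baseline (standard error 0.10, adjusted p = 9.89e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.78 with bicuculline (standard error 0.10, adjusted p = 4.28e-05, same test). In both conditions each knockdown library lay below each control library. Leaving out 1 library at a time kept the values between −1.18 and −1.03 in baseline and between −0.81 and −0.72 with bicuculline, and all were called. In control cultures bicuculline raised Nrp1 by 0.68 on the log2 scale (standard error 0.10, adjusted p = 2.79e-05, same edgeR test). On log2(TPM + 1) this value was 0.47, under the fold threshold. In the knockdown cultures the response was 1.02 (adjusted p = 2.73e-07, same edgeR test). The difference between the responses was 0.34 (standard error 0.14, adjusted p = 0.962 over all tested genes, same edgeR test). With the replicate number as a block it was 0.35 (unadjusted p = 0.00226, adjusted p = 0.239, edgeR). A change of the response itself did not pass the threshold, and a larger response after knockdown stays open. The annotated 3′ UTR of Nrp1, 549 nt long, holds 0 copies of the 7-mers GAAAGGA and AAAGGAA, and its coding sequence holds 1 and 2. The cultures with Dnmt3a2-shRNA were measured by qRT-PCR and were not analysed here.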

Next, to investigate a specific functional link between Dnmt3a1, Nrp1 and memory formation, we tested if Nrp1 overexpression rescues Dnmt3a2-knockdown-dependent memory impairments. We overexpressed HA-tagged Nrp1 and a Dnmt3a2-specific shRNA sequence in the mouse dorsal hippocampus and performed the spatial object recognition task in mice (Fig. 5D, E). Importantly, none of the conditions showed differences in overall time exploring the objects during training (Supplementary Fig. 5D; one-way ANOVA test followed by Sidak’s multiple comparisons test: F_(2,32)_ = 1.92, p = 0.1633). As previously described [23], knockdown of Dnmt3a2 impaired spatial object recognition memory, and remarkably, this impairment was not rescued upon Nrp1 overexpression (Fig. 5F; one-way ANOVA test followed by Sidak’s multiple comparisons test: F_(2,32)_ = 10, p = 0.0002). This finding shows that the rescue obtained in response to Nrp1 overexpression is not a result of a generalized memory enhancement effect and further supports that Nrp1 acts downstream of Dnmt3a1 but not Dnmt3a2. Thus, this data uncovers a *Dnmt3a* isoform specific mechanism in memory formation.

## Discussion

In this study we demonstrated a critical role for Dnmt3a1 in long-term memory formation by showing that acute knockdown of Dnmt3a1 in the adult hippocampus selectively impairs long-term memory formation and further identified activity-dependent genes regulated by Dnmt3a1 levels. Furthermore, our data suggests that despite a requirement for both Dnmt3a1 and Dnmt3a2 for memory formation, the two isoforms regulate this process via distinct mechanisms; Nrp1 overexpression rescued Dnmt3a1, but not Dnmt3a2, knockdown-driven impairments in memory formation. Taken together these findings have advanced our understanding of the requirement for distinct Dnmts in mnemonic processes as well as of the identity of downstream effector molecules.

Most studies that aimed at investigating the role of Dnmt3a in adult brain cognition have utilized heterozygous constitutive [51] or conditional knock-out mice [15, 16, 52]. These models delete *Dnmt3a* during critical prenatal and postnatal neurodevelopmental phases, which may confound the interpretation of the function of *Dnmt3a*-coded proteins in memory formation in the adult. Mitchnick and colleagues (2015) used small interfering RNAs to acutely disrupt *Dnmt3a* expression in the adult hippocampus and provided compelling evidence for a role of *Dnmt3a*-coding genes in long-term hippocampal memory formation [14]. In addition, our present and previous studies [23–25] have corroborated these findings and demonstrated that both Dnmt3a isoforms, Dnmt3a1 and Dnmt3a2, are required for memory formation in adult mature neurons. This study has further identified for the first time an activity-regulated genomic program regulated by Dnmt3a1 levels in hippocampal neurons. We found that the knockdown of Dnmt3a1 altered the expression of several genes both in baseline as well as upon neuronal activation. 

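The knockdown changed many of the same genes in both conditions. Of the 1460 genes called in at least 1 condition, 559 were called in both, all 559 in the same direction, 445 in baseline only and 456 with bicuculline only. A call in 1 condition only does not show that the effect differed. Of the 1004 genes called in baseline, 971 had the same sign with bicuculline, and 984 of the 1015 genes called with bicuculline had the same sign in baseline. Across all tested genes, which are not independent replicates, the log2 fold changes of the 2 conditions had a Pearson r of 0.55. The difference between the conditions was tested by the interaction of knockdown and bicuculline in edgeR. It reached the adjusted threshold in 0 genes, with 852 genes at an unadjusted p-value under 0.05 where 861 are given by chance, and the smallest adjusted p-value was 0.147. With the replicate number as a block it called 3 genes in edgeR, with 1564 genes at an unadjusted p-value under 0.05, so the 0 does not show that the effects were equal. Other tests called between 0 and 17 genes, the highest number with DESeq2.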

Even if counterintuitive at first, the reduction of Dnmt expression resulted not only in de-repression of gene expression, but also downregulation. 

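In baseline 303 of the called genes were higher and 701 lower after knockdown, and with bicuculline 344 were higher and 671 lower, so that 69.8% and 66.1% of the genes were lower. Among genes that changed by more than 1 on the log2 scale the share was 82.9% and 77.3%. Without the fold threshold 1398 genes were higher and 1411 lower in baseline, and 1325 higher and 1721 lower with bicuculline, so that 50.2% and 56.5% were lower. The share depended on the scaling between libraries. With library sizes only in place of TMM, 85.8% and 80.8% of the called genes were lower, and on log2(TPM + 1) the shares were 90.9% and 85.5%. With the size factors of DESeq2 in edgeR they were 68.2% and 62.3%. Genes lower after knockdown outnumbered those higher under each of these scalings. Of the 12623 genes whose UTR was searched for GAAAGGA and AAAGGAA in the closing observations, 548 were called lower in baseline and 544 with bicuculline. Either sequence, also present in the shRNA target, was carried by 328 (59.9%) and 296 (54.4%) of these, against 27.9% and 29.7% of higher genes. Among called genes with neither, 56.0% and 58.6% were still lower. Silencing of matching transcripts by Dnmt3a1-shRNA2 is therefore a candidate explanation for part of the excess.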

Although these gene expression changes are likely a combination of direct effects on the altered genes and indirect mechanisms via the disruption of expression of other transcriptional regulatory processes, these findings corroborate previous studies in which a link between transcription activation and DNA methylation has been shown [10, 28, 53]. In our transcriptomic analysis we found that Dnmt3a1 regulates the expression of several genes with key roles in synaptic plasticity and memory. Namely, we found changes in the expression of *Npy*, *Cort*, *Trpc6*, which have been implicated in memory consolidation [54–56]. 

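Npy (ENSMUSG00000029819.6; chromosome 6, 49822710 to 49829507) was 63.0 ± 13.9 CPM in baseline and 99.6 ± 25.2 CPM with bicuculline with Control-shRNA, and 30.3 ± 4.85 and 58.1 ± 6.93 CPM with Dnmt3a1-shRNA2 (SD, n = 4). The log2 fold change after knockdown was −1.05 in baseline (standard error 0.18, adjusted p = 5.49e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.78 with bicuculline (standard error 0.17, adjusted p = 0.00498, same test). Its response to bicuculline was 0.66 (standard error 0.17, adjusted p = 0.00513, same edgeR test) and 0.45 on log2(TPM + 1), under the fold threshold.
Cort (ENSMUSG00000028971.4; chromosome 4, 149125034 to 149126763) was 12.8 ± 0.730 and 26.5 ± 2.47 CPM with Control-shRNA, and 4.46 ± 0.788 and 13.9 ± 2.20 CPM with Dnmt3a1-shRNA2, in baseline and with bicuculline (SD, n = 4). Its log2 fold changes were −1.52 in baseline (standard error 0.13, adjusted p = 3.37e-07, same edgeR test) and −0.93 with bicuculline (standard error 0.12, adjusted p = 2.99e-05). Its response to bicuculline was 1.05 (standard error 0.12, adjusted p = 1.18e-06, same edgeR test).
Trpc6 (ENSMUSG00000031997.9; chromosome 9, 8544142 to 8680741) was expressed at a low level, at 3.59 ± 0.870 and 5.52 ± 0.845 CPM with Control-shRNA and 2.20 ± 0.987 and 3.79 ± 0.616 CPM with Dnmt3a1-shRNA2 (SD, n = 4). It was called higher with bicuculline (0.62, standard error 0.23, adjusted p = 0.0392, same edgeR test), in 10 of the 16 fits without 1 library. Trpc6 lost this call with library sizes only in edgeR (0.46, adjusted p = 0.151) and in voom with limma (0.48, adjusted p = 0.0945). It also lost the call on log2(TPM + 1) (0.32) and log2(TPM + 0.1) (0.42). Its log2 fold change after knockdown was −0.70 in baseline (standard error 0.24, adjusted p = 0.0603, same edgeR test) and −0.54 with bicuculline (standard error 0.23, adjusted p = 0.119), and neither passed the threshold. The baseline value was called by voom with limma (−0.75, adjusted p = 0.0450) and with the replicate number as a block (−0.72, adjusted p = 0.00499, edgeR); across all alternatives the adjusted p-value ranged from 0.00275 to 0.188. The annotated 3′ UTRs of Npy, Cort and Trpc6 hold 0 copies of the 7-mers GAAAGGA and AAAGGAA.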

Upon the confirmation with two independent shRNA sequences, we focused on Nrp1 which has been shown to be regulated by enriched environment exposure [57] and within dentate gyrus memory engrams [48]. Besides the established function for the semaphorins and their receptors (Nrp and plexin family members) in neurodevelopment [32, 58], only a few lines of evidence demonstrated their involvement in homeostatic and Hebbian forms of plasticity in the adult hippocampus [31, 50, 59, 60]. Notably, Nrp1 is localised at synapses of the adult rat hippocampus [60] and secreted semaphorins acting on the sema-Nrp-plexin complex modulate synaptic connectivity in granule cells of dentate gyrus and pyramidal neurons of CA1 [60] as well as AMPA receptor trafficking in CA3-CA1 synapses [50]. The present study adds to this body of literature by demonstrating that Nrp1 is required for the formation of hippocampal long-term memory. Intriguingly, we showed that overexpression of hippocampal Nrp1 rescued Dnmt3a1 knockdown-dependent memory impairments. Thus, our findings suggest that the regulation of Nrp1-dependent mechanisms during memory consolidation is a mechanism via which Dnmt3a1 contributes to memory formation.

This study uncovered a dissociation in the downstream processes regulated by the Dnmt3a isoforms during hippocampal long-term memory formation. Notably, we showed that Nrp1 overexpression selectively rescued memory impairments promoted by the reduction of Dnmt3a1, but not Dnmt3a2, levels in the adult hippocampus. Our previous work had already demonstrated differential regulation of the two enzymes upon neuronal activity and learning. In contrast to Dnmt3a1, Dnmt3a2 mRNA levels are induced in response to action potential bursting and learning [23], cocaine administration [30], and an inflammatory response [29] in different regions of the central nervous system. Despite the lack of regulation at the level of transcription, Dnmt3a1 protein levels appear to be regulated upon neuronal activity [22]. It has also been shown that Dnmt3a isoforms target unique genomic loci [21, 61]. Collectively, these findings indicate distinct regulatory functions. Specifically, during the formation of memory, lack of redundancy is further supported by our studies that showed that impairments in long-term memory formation promoted by the acute, reduced hippocampal expression of Dnmt3a1 or Dnmt3a2 are not compensated by the other isoform. Thus, the emerging picture is that the distinct Dnmts are required for cognitive abilities through the regulation of complementary but non-overlapping processes. The recruitment of Dnmts to DNA is thought to be guided by chromatin marks, namely histone modifications [62] and non-coding RNA species that direct gene-specific methylation patterns [63–67]. Notably, differential DNA recruitment between Dnmt3a1 and Dnmt3a2 may be at least in part driven by distinct recognition of histone tail marks [21, 28, 68, 69]. Moreover, the N-terminus unique to Dnmt3a1 has been shown to confer specific chromatin recognition properties to this isoform [28, 69]. Future studies should elucidate the mechanisms that dictate the regulation of distinct downstream targets for Dnmt3a1 and Dnmt3a2 in response to neuronal activity.

Our findings highlight the complex and highly regulated role of distinct epigenetic regulators in brain function. The relevance of investigating DNA methylation processes in the nervous system is further underscored by the multiple lines of evidence that demonstrated that DNA methylation dysregulation underlies several pathological conditions, such as neurodevelopmental [70] and neurodegenerative [71] diseases as well as psychiatric conditions [72, 73] and chronic pain [74]. Therefore, the elucidation of the regulatory mechanisms controlled by the various epigenetic factors is required to gain further understanding of the pathophysiological mechanisms underlying these conditions.

### Supplementary information

Supplemental Material

Supplemental File 1

Supplemental File 2

Supplemental File 3

## Data Availability

The RNA-Sequencing data analyzed in this study is publicly available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with the accession number GSE232630.

How the deposited data were processed for this re-analysis (not part of the article)

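RNA from primary mouse hippocampal cultures was measured in 16 libraries, 4 for each combination of Control-shRNA or Dnmt3a1-shRNA2 with baseline or 4 h of 50 µM bicuculline. The condition and the replicate number of each library were taken from the sample labels and the paper. The labels name the knockdown without the number of its construct, and the paper gives it as Dnmt3a1-shRNA2. The 4 libraries of a group are separate neuronal preparations, and no pair of libraries of a group was alike within the sampling noise (chi-square per degree of freedom from 7.9 to 44.7).
The authors trimmed the paired-end reads, quantified them with kallisto on the transcripts of GRCm38, and deposited for each library an estimated count per gene, summed over the gene's transcripts and not scaled for depth or length. The authors also deposited a TPM value per gene, which is scaled for transcript length and for the total of the library. Each table holds 55385 genes under Ensembl identifiers with a version. Without the version, 55144 of the identifiers matched GENCODE release M21, and 54487 matched with it. Gene symbols, coordinates and transcript sequences were taken from that release, and 29 symbols are carried by more than 1 tested identifier. Reads of near-identical genes can be divided between them by the quantification, so such genes are given as uncertain.
The estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by TMM, genes with low counts were removed by edgeR's filter with the group as the design, and 1 quasi-likelihood model was fitted to the 4 groups, which share their estimate of the spread. In all, 17222 genes were tested. The contrasts compared bicuculline with baseline within each shRNA, and the 2 shRNAs within each condition. A further contrast tested the interaction. p-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, or for the interaction at the adjusted p-value alone. The totals of the libraries lay within 28912697 and 29586355 counted pairs, so depth differed little between groups.
Genes are named by a rule, apart from single genes of the marker lists and genes with the longest matches to the shRNA target, which are named in the closing observations. By the rule they are the genes that the paper names for its RNA sequencing, Dnmt1 and Dnmt3b, a list of 16 immediate early genes, the genes that Supplemental File 3 gives under the 3 GO terms named in the results, and in each comparison the 3 called genes of each direction with the largest change among genes with a mean of at least 1 CPM and no overlap between the groups. Dnmt3a, Dnmt1 and Dnmt3b were also compared by an exact permutation test of log2 CPM. Gene sets were tested on log2 CPM with limma 3.58.1, by camera with a preset correlation of 0.01 and by fry, without the replicate number. The block for the replicate number was added to the tests of the marker lists after the data were seen. The sets were the immediate early genes and 9 lists of markers, for neurons in general, excitatory neurons, GABAergic neurons, astrocytes, the oligodendrocyte lineage, microglia, fibroblasts and vessels, proliferation and interferon.
The sample labels give the groups the same replicate numbers 1 to 4, and the paper calls each an independent neuronal preparation without saying whether a number marks a shared preparation. The deviations of same-numbered libraries from their group means were therefore correlated across the 17222 genes, which are not independent replicates. Pearson's r was 0.142 to 0.221 between baseline and bicuculline in Control-shRNA, and 0.204 to 0.355 between the shRNAs in baseline, above 0.1 for every number. It was 0.0667 to 0.388 between the shRNAs with bicuculline and 0.0631 to 0.337 between baseline and bicuculline in Dnmt3a1-shRNA2, where 1 number stayed below 0.1. Among the 9238 genes of at least 10 CPM, r was 0.423 to 0.578 between baseline and bicuculline in Control-shRNA. It was 0.549 to 0.716 between the shRNAs in baseline and 0.274 to 0.676 between them with bicuculline. It was 0.0725 to 0.669 between baseline and bicuculline in Dnmt3a1-shRNA2. Libraries of the same number thus tended to deviate together, and the main test, which has no block for the number, treats them as independent. A fit with the block was an alternative.
The other alternatives were voom with limma, with TMM and with library sizes only; DESeq2 1.42.0; DESeq2's size factors in edgeR; library sizes only in edgeR; no filter beyond genes without counts; at least 10 counts in every library; limma on log2(TPM + 1) and on log2(TPM + 0.1); a fit of only the 2 groups compared; no fold threshold; a threshold of 1; other definitions of the knockdown set; fry in place of camera; and each library left out in turn.
The test was checked on simulated counts drawn from the means, the dispersions and the library sizes of the real libraries. Of 200 genes changed among 16951, 192 (96%) were called in the right direction, 7 unchanged genes were called, and 1 gene was called in a comparison with no change. The changed genes had a mean of at least 1 CPM and were moved by 1 or 2 log2 units. Smaller changes were not simulated, though the called knockdown genes had medians of 0.70 and 0.71. Libraries were drawn independently, so deviations shared by a replicate number were not simulated either. A scan of the 7-mers in 3′ UTRs, described with its result in the closing observations, was tested on 12623 genes. With shuffled genes its z values lay between −3.93 and 3.82, and a 7-mer whose 1805 genes were lowered by 0.2 log2 units came out at rank 1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the scan, the target search and the figures. No GO annotation was used here, so no enrichment was computed, and the experiments on mice and by qRT-PCR or western blot were not analysed here. The tables of Supplemental Files 1 and 2 are held here in part and were used for single genes only. Results of 2 genes are not reported here, and the counts of results include them.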

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

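The splits of the libraries between bicuculline and baseline were counted only after the number of called genes was seen.
Within a group of 4 libraries, the gap between the most distant library and its neighbour was set against the range of the group, for 45 genes (180 groups) and for the total counts (4 groups). Of these 184 groups, 9 passed the 95% critical value of Dixon's ratio, where 9.2 are given by chance, so the groups as a whole show no more distant libraries than chance gives.
In the Control-shRNA cultures with bicuculline, replicate 1 held 1080 CPM of Arc (590 to 652 CPM in the others) and 1152 CPM of Nr4a3 (849 to 858 CPM in the others). Its mitochondrial share was 5.86% of the counts, against 3.34% to 4.15% in the others, and its total of 28973225 counts lay between theirs. Replicate 1 had the highest mitochondrial share in each of the 4 groups (4.75% and 5.86% with Control-shRNA, 5.99% and 6.60% with Dnmt3a1-shRNA2, in baseline and with bicuculline). Without replicate 1 of the Control-shRNA cultures with bicuculline, the log2 fold change of Arc after knockdown with bicuculline was 0.29 in place of 0.05, and 1 gene passed the interaction test in place of 0. Whether the culture or the preparation of the library differed was not tested.
The other single libraries were replicate 2 of Control-shRNA in baseline for Crhbp (39.4 CPM, others 48.6 to 50.3), replicate 2 of Dnmt3a1-shRNA2 with bicuculline for Dnmt1 (55.0 CPM, others 49.4 to 50.2), replicate 1 of Dnmt3a1-shRNA2 with bicuculline for Onecut2 (52.5 CPM, others 31.2 to 33.9), replicate 3 of Control-shRNA in baseline for Parp16 (3.16 CPM, others 4.02 to 4.18), replicate 1 of Dnmt3a1-shRNA2 in baseline for Pnoc (37.8 CPM, others 41.6 to 42.0), and replicate 2 of Dnmt3a1-shRNA2 in baseline for Tmem121b (79.8 CPM, others 69.9 to 70.8). For Lce1g, replicate 2 of Control-shRNA in baseline held 0.0309 CPM, a single count, and the others 0. No technical or biological explanation was tested for these.
The text of the paper gives no count of genes in the RNA sequencing for the response to bicuculline within the Dnmt3a1-shRNA2 cultures, and its supplementary figures were not at hand. In these cultures, 4436 genes were called, 2167 higher and 2269 lower, and the libraries of the 2 groups did not overlap in 4025 of them, and in 6965 of the 17222 genes tested (40.4%), where chance gives 492 (2.86%). Of the 3765 genes called in the control cultures, 3236 were called here too, all 3236 in the same direction. Over the 3765 genes, the log2 fold changes differed between the shRNAs by a median of 0.157. Only 1 of the 35 splits of these 8 libraries, the real one, gave as many called genes, and the highest number in another split was 0. In the Control-shRNA cultures it was also 1 of the 35 splits, with at most 1 gene in another. With library sizes only in place of TMM, 67.2% of the called genes were lower, against 51.2%. The larger count does not show a larger response. The interaction test in edgeR called 0 genes, with 852 at an unadjusted p-value under 0.05 where 861 are given by chance. With the replicate number as a block it called 3, with 1564 at an unadjusted p-value under 0.05, and other tests called up to 17 genes, the most with DESeq2, so the interaction leaves open how many genes respond differently. A response to bicuculline that for many of the called genes does not need the full level of Dnmt3a is a hypothesis. It rests on the 3236 shared calls, for which no splits were counted, and was found and tested on the same libraries.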

How the results depend on the processing

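The comparisons, their thresholds, the lists of genes and the alternatives were set before the data were examined, apart from the count of immediate early genes called in either knockdown comparison, the block in the tests of gene lists other than the immediate early genes, and fry's test for changes in either direction, which were chosen afterwards.
The numbers of called genes in the 4 comparisons stayed within 1.5 times the main number under every other test, scaling, filter, unit and fit. They moved with the fold threshold. Without it there were 7131 genes for bicuculline in Control-shRNA, 2809 and 3046 for knockdown in baseline and with bicuculline, and 7919 for bicuculline in Dnmt3a1-shRNA2, and 50.2% and 56.5% of the knockdown genes were lower in baseline and with bicuculline, against 69.8% and 66.1%. With a threshold of 1 there were 1378, 175, 185 and 1681. The overlap of 467 genes became 2099 and 49 under these thresholds, 300 with the knockdown set taken from the bicuculline comparison alone, 307 from the baseline comparison alone, and 140 with genes called in both. These follow from the definitions.
The scaling between libraries moved the direction of the calls. With library sizes only, voom without TMM, log2(TPM + 1) and log2(TPM + 0.1), 69.0%, 69.3%, 71.4% and 72.1% of the genes called for bicuculline were lower, against 50.8%. The corresponding shares for knockdown were 85.8%, 87.0%, 90.9% and 90.0% in baseline against 69.8%, and 80.8%, 79.2%, 85.5% and 85.5% with bicuculline against 66.1%. For bicuculline in Dnmt3a1-shRNA2 they were 67.2%, 67.2%, 69.4% and 69.8% against 51.2%. Under these 4 settings the median log2 fold change of all genes for bicuculline was −0.15, −0.15, −0.14 and −0.19. It was −0.16, −0.15, −0.13 and −0.18 for bicuculline in Dnmt3a1-shRNA2. For knockdown it was −0.073, −0.077, −0.080 and −0.10 in baseline, and −0.076, −0.074, −0.0745 and −0.098 with bicuculline. The cause was not tested.
The interaction called 0 genes in the main test (852 at an unadjusted p-value under 0.05), 2 with voom and library sizes only, 17 with DESeq2, 3 without a filter and 3 with the replicate number as a block (1564 at an unadjusted p-value under 0.05). Across the 16 fits that each left out 1 library it called from 0 to 1 genes, the 1 without replicate 1 of Control-shRNA with bicuculline. A fit of only the 2 groups gives no interaction. The cause was not tested.
Of the immediate early genes, from 1 to 4 were called in the 16 fits without 1 library, against 3. There was 1 without replicate 1 or 4 of Control-shRNA in baseline, replicate 2 of Control-shRNA with bicuculline, replicate 2 of Dnmt3a1-shRNA2 in baseline or replicate 4 of Dnmt3a1-shRNA2 with bicuculline. As a set in baseline they changed direction in a fit of only the 2 groups (0.978 by limma's camera test, unadjusted) and with the replicate block (0.847). Without 1 library the camera value was from 0.207 to 0.995, with the direction changed without replicates 1, 2 or 4 of Control-shRNA or replicate 3 of Dnmt3a1-shRNA2 in baseline. With bicuculline it was from 0.0614 to 0.794. No set test was run with DESeq2. The cause was not tested.
The single genes named here whose direction changed had log2 fold changes between −0.08 and 0.08 in the main test. In the order voom without TMM, library sizes only, log2(TPM + 1) and log2(TPM + 0.1), Arc after knockdown with bicuculline was −0.00098, −0.019, −0.034 and −0.035 in place of 0.05; Dnmt1 in baseline was −0.060, −0.060, −0.099 and −0.10 in place of 0.02; Dnmt3a with bicuculline in Control-shRNA was −0.094, −0.095, −0.12 and −0.12 in place of 0.06; and Fosl2 in baseline was −0.0049, −0.00058, −0.046 and −0.047 in place of 0.08. Junb in baseline was −0.0043 with library sizes only, and −0.033 and −0.034 on the TPM scales, in place of 0.08. Across the fits without 1 library, Arc with bicuculline was from −0.059 to 0.29 (negative without replicates 2 or 3 of Control-shRNA or replicate 1 of Dnmt3a1-shRNA2 with bicuculline), Npas4 with bicuculline from −0.16 to 0.023 (positive without replicate 1 of Control-shRNA or replicate 3 of Dnmt3a1-shRNA2 with bicuculline), and Dnmt1 in baseline from −0.011 to 0.049 (negative without replicate 2 of Control-shRNA or replicate 1 of Dnmt3a1-shRNA2 in baseline). The cause was not tested.
In all, 80 results of single genes had 873 values under alternatives that kept every library. Of these 805 kept their direction and their side of the threshold, 22 lost a call, 25 gained one and 21 changed direction. Of 1280 values without 1 library, 1217 kept both, 37 lost a call, 19 gained one and 7 changed direction. Replicate 3 of Dnmt3a1-shRNA2 in baseline decided several, since Trpc6, Cacng5, Nptx2 and Hpse were called in baseline without it (−1.05, −0.75, −0.90 and −1.25). Dnmt3a was called in all 16 fits, from −2.85 to −2.76 in baseline and from −2.88 to −2.84 with bicuculline.
With the replicate number as a block, 3986, 1284, 1338 and 4612 genes were called in the 4 comparisons, and 618 overlapped. In the comparisons with r above 0.1 for every number across all tested genes, the block called Cacng5 (−0.55), Trpc6 (−0.72) and Nptx2 (−0.64) after knockdown in baseline. It changed no other call among the named genes in these comparisons. Between the shRNAs with bicuculline, r was below 0.1 for 1 of the 4 numbers and from 0.128 to 0.388 for the others. Among genes of at least 10 CPM it was from 0.274 to 0.676. In this comparison the block called Trpc6 (−0.55, adjusted p = 0.0156, edgeR). Of the 18 tests of marker lists, 5 passed with the block by limma's camera test and 11 by its fry test, against 0 and 0 without it, a block chosen for these lists after the data were seen. With bicuculline these were astrocytes (camera 0.0107, fry 0.00457) and fibroblasts and vessels (0.0230 and 0.00457) as higher by both tests, and by fry alone GABAergic neurons (9.00e-04) and proliferation (0.0109) as lower and neurons in general (0.0264) as higher, all adjusted by Benjamini-Hochberg.
Standard errors after knockdown in baseline did not follow the level of a gene alone. They were 0.24 for Trpc6 (group means of 2.20 to 5.52 CPM), 0.13 for Cort (4.46 to 26.5 CPM), 0.21 for Cacng5 (27.7 to 59.4 CPM) and 0.10 for Nrp1 (62.0 to 215 CPM).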

Differences from the paper's values

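The held parts of the paper's tables are 1998 of 17235 genes of Supplemental File 1, and 1999 and 578 of 17236 genes for baseline and bicuculline in Supplemental File 2, so single genes were compared and no sets. No value that the paper states for these libraries differed from the value here by more than the limit set for it. The limit was 1 standard error of the log2 fold change in edgeR for single genes, and a factor of 1.5 for counts of genes or reads. For bicuculline, the paper's log2 fold changes are 5.53 for Arc, 6.38 for Fos, 7.35 for Npas4, 2.52 for Alkal2 and 0.66 for Nrp1, and those here were 5.64, 6.40, 7.32, 2.63 and 0.68. The paper gives 1935 genes higher and 1981 lower with bicuculline and an overlap of 491 genes, against 1854, 1911 and 467 here.
The paper states that Fos was not altered by the knockdown. Here Fos was called higher in baseline (log2 fold change 0.58, adjusted p = 0.0437, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called by voom with limma, the paper's test, with TMM (0.60, adjusted p = 0.0683) or with library sizes only (0.52, adjusted p = 0.134), with library sizes only in edgeR (0.50, adjusted p = 0.0872), on log2(TPM + 1) (0.43) or log2(TPM + 0.1) (0.46), in a fit of only the 2 groups (0.57, adjusted p = 0.0857, edgeR), or in 12 of the 16 fits without 1 library. It was called by DESeq2 (0.59, adjusted p = 0.0112) and in edgeR with the size factors of DESeq2 (0.59, adjusted p = 0.0442), with no filter on low counts (0.59, adjusted p = 0.00779), with at least 10 counts in every library (0.57, adjusted p = 0.0435) and with the replicate number as a block (0.58, adjusted p = 0.026). Over all alternatives its adjusted p-value was from 0.00779 to 0.155. Of the other immediate early genes, Nr4a3 in baseline and Fosb with bicuculline were called lower under each of the 11 other tests, scalings, filters, units and fits that kept every library and the fold threshold of 0.5, and lost the call in 4 and 2 of the 16 fits without 1 library.
The paper names Trpc6 among the Dnmt3a1 target genes that it took from these libraries to qRT-PCR. Here it was not called in either knockdown comparison (−0.70, adjusted p = 0.0603, in baseline and −0.54, adjusted p = 0.119, with bicuculline, edgeR). In baseline it was called by voom with limma with TMM (−0.75, adjusted p = 0.0450) and with library sizes only (−0.84, adjusted p = 0.0355), by DESeq2 (−0.70, adjusted p = 0.0279), with no filter on low counts (−0.70, adjusted p = 0.0363, edgeR), with the replicate number as a block (−0.72, adjusted p = 0.00499, edgeR), and without replicate 2 of Control-shRNA in baseline (−0.83) or replicate 3 of Dnmt3a1-shRNA2 in baseline (−1.05). Over all alternatives the adjusted p-value in baseline was from 0.00275 to 0.188. With bicuculline it was called in a fit of only the 2 groups (−0.54, adjusted p = 0.0383, edgeR), with the block (−0.55, adjusted p = 0.0156, edgeR) and without replicate 3 of Dnmt3a1-shRNA2 in baseline (−0.54, adjusted p = 0.0465, edgeR), and the adjusted p-value was at most 0.259.
Cacng5 was called after knockdown with bicuculline here and not in baseline (−0.53, adjusted p = 0.100, edgeR), where the paper's own table gives −0.59 with an adjusted p-value of 0.0524 (limma), also short of the threshold. In baseline it was called with no filter (−0.53, adjusted p = 0.0358, edgeR), with the block (−0.55, adjusted p = 0.00200, edgeR) and without replicate 3 of Dnmt3a1-shRNA2 in baseline (−0.75, adjusted p = 0.0187, edgeR), and over all alternatives the adjusted p-value was at most 0.269.
The paper lists 6 genes under its GO terms that were not called for knockdown here. Nptx2 in baseline was called by voom with limma with and without TMM (−0.68 and −0.77), with no filter (−0.62), with at least 10 counts in every library (−0.63), with the block (−0.64), and without replicate 1 of Control-shRNA (−0.72) or replicate 3 of Dnmt3a1-shRNA2 (−0.90) in baseline. Nedd9 with bicuculline was called by DESeq2 (0.50), with its size factors in edgeR (0.50), and without replicate 1 (0.58) or 4 (0.54) of Control-shRNA or replicate 2 (0.51) or 3 (0.59) of Dnmt3a1-shRNA2 with bicuculline. Spry4 in baseline was called by voom with limma without TMM (−0.54), with library sizes only (−0.52), on log2(TPM + 1) (−0.54) and log2(TPM + 0.1) (−0.57), and without replicate 2 of Control-shRNA (−0.54) or replicates 2 (−0.55) or 3 (−0.50) of Dnmt3a1-shRNA2 in baseline. Hpse in baseline was called without replicate 3 of Dnmt3a1-shRNA2 (−1.25), and Thbs1 with bicuculline without replicate 1 of Control-shRNA (−0.89). Onecut2, at 0.50 with bicuculline (adjusted p = 0.114, edgeR), was called under none of the alternatives.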

Other observations

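The tests of genes without a 7-mer, of the paper's 5 genes, of Control-shRNA, of the remaining Dnmt3a transcripts, of changes in either direction and of the marker lists with the replicate number as a block were chosen after the results were seen, as were antisense positions 5 and 6.
Genes lower after knockdown carried a sequence matching the shRNA more often than other genes. Short RNAs can silence transcripts whose 3′ UTR matches the seed, bases 2 to 8 of the guide strand. The 16187 7-mers found in at least 50 of 12623 genes (3′ UTR of at least 50 nt, mean of at least 1 CPM) were ranked by the log2 fold change of the genes that carry them. After knockdown, GAAAGGA ranked 1 in baseline (z = −19.05) and with bicuculline (z = −16.07), and AAAGGAA ranked 2 in both (z = −14.66 and −11.57). These match the seeds of an antisense strand of Dnmt3a1-shRNA2 that starts at its position 6 or 5. The match of a strand that starts at position 1, GAAGGAG, ranked 10102 and 3400. For bicuculline in Control-shRNA, GAAAGGA ranked 13444. Of 120 tests of seeds of the 2 shRNAs, 18 passed Benjamini-Hochberg adjustment, 12 of them with z below 0. Of 548 lower genes in baseline, 328 carry either 7-mer (59.9%), where genes not called lower, with 3′ UTRs of similar length, give 191.8, against 27.9% of higher genes. With bicuculline, 296 of 544 do (54.4%), where such genes give 172.9, against 29.7%. Genes with the 8-mer GAAAGGAA, 1121 in all, had medians of −0.12 and −0.11, the 1287 with GAAAGGA outside it −0.015 and −0.019, the 1858 with AAAGGAA but not GAAAGGA 0.02 and 0.02, and genes with neither 7-mer 0.03 and −0.0015, so the lower medians lay mainly in genes with the 8-mer. A candidate explanation for part of the lower genes is therefore silencing through the seed of Dnmt3a1-shRNA2 rather than through Dnmt3a1.
Not all lower genes carry a site. Among them, 220 in baseline and 248 with bicuculline carry neither 7-mer in their annotated 3′ UTR, beside 173 and 175 higher genes without one. Of Alkal2, Cacng5, Nrp1, Npy and Trpc6, 0 carry a site there, nor does Cort, while Crhbp carries 1 copy of AAAGGAA and 0 of GAAAGGA. The coding sequence of Nrp1 holds 1 copy of GAAAGGA and 2 of AAAGGAA. Among genes without a 3′ UTR site, the 2580 with a copy in the coding sequence had medians of 0.0099 and −0.019, against 0.042 and 0.0074 for the 5777 without. Of the 234 overlap genes lower after knockdown with a 3′ UTR, 131 (56.0%) carry either 7-mer. Some of the 220 and 248 genes may still carry a site, if their 3′ UTRs in neurons are longer than annotated, or may follow from silenced genes. For them a direct or indirect effect of the seed cannot be told apart from the loss of Dnmt3a1, since only Dnmt3a1-shRNA2 was sequenced. The paper measured its candidates by qRT-PCR with a second shRNA to address such effects, and it reports Alkal2, Cacng5 and Nrp1 as lower with both shRNAs and Crhbp, Npy and Trpc6 as without a significant effect with 1 of them. Those samples were not analysed here. The longest contiguous match of the target outside Dnmt3a was 15 nt, in Top2a. This gene was at −0.56 in baseline and −0.81 with bicuculline, neither a call (adjusted p = 0.171 and 0.054, edgeR). Fam76a and Oxct1 hold matches of 14 nt. Fam76a was called lower in baseline (−0.54, adjusted p = 4.43e-05, edgeR) and not with bicuculline (−0.25). Oxct1 was called in neither (−0.21 and −0.22).
For Control-shRNA, genes with AACGGTA were higher in the knockdown comparisons (z = 4.12 in baseline, 9th highest of all 7-mers, and 4.27 with bicuculline). This could reflect silencing in the control cultures, and it cannot be told apart from other causes, since no library lacks an shRNA.
A list of 8 GABAergic genes had a median log2 fold change of −0.10 after knockdown in baseline and −0.13 with bicuculline, 7 and 5 of the 8 being lower. Limma's camera test gave an adjusted p of 0.225 and 0.236 (Benjamini-Hochberg over 18 tests; 0.0405 and 0.0916 unadjusted). With the replicate number as a block the list was lower in baseline (camera, adjusted p = 0.0316, same adjustment). These values rest on camera's preset correlation. With the correlation estimated from the data and no block, camera gave 0.331 and 0.421, both unadjusted. The 10 neuropeptide genes had medians of −0.75 and −0.26. Single genes, named after their values were seen, moved apart in baseline. Slc32a1 (287 CPM) was at −0.12, Gad1 (821 CPM) at −0.42 and Dlx5 (9.06 CPM) at −0.98. A loss spread equally over all GABAergic neurons would lower these genes alike, so the values argue against an equal loss as the whole cause in baseline. They do not bear on a loss that was unequal among such neurons. A smaller loss together with a change within such neurons also stays open.
A list of 10 interferon genes, of which 6 were tested, had medians of −0.12 in baseline and 0.14 with bicuculline. Limma's camera test gave an adjusted p of 0.775 and 0.773 (Benjamini-Hochberg over 18 tests; 0.689 and 0.644 unadjusted). Of the 6 genes, Ifi27, named after its values were seen, had an unadjusted p-value under 0.05 in edgeR, and it was lower (−0.66 and −0.47). The other genes had log2 fold changes from −0.35 to 0.28 in baseline and from 0.10 to 0.39 with bicuculline. A rise of the list was not detected, which argues against a strong interferon response that differs between the viruses. Isg15, Rsad2 and Bst2 lay under 1 CPM, with standard errors from 0.32 to 0.42, so a small rise would not be detectable here.
The other lists had medians in baseline and with bicuculline of 0.40 and 0.42 for astrocytes, 0.15 and 0.27 for excitatory neurons, 0.31 and 0.23 for fibroblasts and vessels, −0.26 and 0.42 for microglia, 0.10 and 0.12 for the oligodendrocyte lineage, 0.07 and 0.11 for neurons in general and −0.34 and −0.18 for proliferation. Over the 18 tests of 9 lists the lowest adjusted p was 0.225 for limma's camera test and 0.115 for its fry test, both with Benjamini-Hochberg adjustment, so no list passed for a shift in one direction without the replicate number in the model. Fry's test for changes in either direction, adjusted in the same way, passed for excitatory neurons (adjusted p = 0.0121 in baseline and 0.00693 with bicuculline), GABAergic neurons (0.0121 in both) and neurons in general (0.0161 in baseline). The same test with the replicate number as a block also passed for astrocytes (0.00246 and 0.00274) and fibroblasts and vessels (0.0052 and 0.00446). It then passed as well for interferon in baseline (0.0107) and neurons in general with bicuculline (4.1e-05). With the replicate number as a block, limma's camera test passed in baseline for astrocytes (higher, adjusted p = 0.0154), fibroblasts and vessels (higher, 0.0230) and GABAergic neurons (lower, 0.0316). Its fry test passed for these (0.00633, 0.00457 and 4.57e-04) and for microglia (lower, 0.0400), proliferation (lower, 0.0401) and neurons in general (higher, 0.0120). The camera values rest on the preset correlation of 0.01. Without the block, camera with a correlation estimated from the data gave unadjusted p-values in baseline of 0.381 for astrocytes, 0.250 for fibroblasts and vessels and 0.331 for GABAergic neurons. With bicuculline it gave 0.312, 0.221 and 0.421. No such estimate was made with the block. For astrocytes (0.00171 unadjusted by camera) and fibroblasts, a larger share of the cells in the knockdown cultures cannot be told apart from a change within them, since no count of cells is at hand.
Of the 35 splits of the 8 libraries, 1 of the 35 splits gave as many called genes as the real one for knockdown in baseline (highest other number 2) and 1 of the 35 splits with bicuculline (highest other number 118). Of the 8 splits that part all 4 pairs of equal number, 1 gave as many in each comparison, and the highest other number was 0. The interaction has no such count.
Part of the overlap of the activity and knockdown genes could come from the shared control libraries. With 2 control libraries of each condition for each comparison, the overlap was 1.55 times chance when the comparisons shared none (1.45 to 1.70 over 6 subsets) and 1.59 times when they shared them (1.43 to 1.68), which argues against shared controls as the whole cause. Against this, the 1460 top-ranked knockdown genes overlapped 1.14 times chance, below the 1.26 of unchanged drawn groups, so a ranking does not separate the observed overlap from sharing. With bicuculline, genes higher in both comparisons numbered 2.75 times chance, genes lower in both 1.48 times, and genes higher with bicuculline but lower after knockdown 0.72 times. For knockdown in baseline, genes higher in both numbered 1.69 times chance, genes lower in both 1.70 times, and each class of opposite directions 1.1 times. Unchanged drawn groups also gave a positive r in baseline, so the baseline classes do not separate the overlap from sharing. The log2 fold changes for bicuculline and for knockdown had r = 0.135 in baseline, against a median of 0.159 in the draws, and 0.0238 with bicuculline, against −0.156. These are across genes, which are not independent.
Changes after knockdown followed gene length weakly (Spearman's rho across genes 0.0751 in baseline and 0.0816 with bicuculline). With the trend removed, 94.5% and 92.4% of called genes stayed past 0.5, which argues against length as the whole cause.
The remaining 14.2% and 13.9% of Dnmt3a could come from transcripts without the shRNA2 target. The mean transcript length behind its counts, from the ratio of estimated count to TPM, changed by −0.026 in baseline (exact permutation test, two-sided, p = 0.543, n = 4) and −0.037 with bicuculline (p = 0.0571 in the exact permutation test, n = 4) on the log2 scale. This argues against the remaining counts coming mainly from short transcripts such as Dnmt3a-203. Long transcripts without the target stay open, since the isoforms were not separated.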
